# Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells

**DOI:** 10.1371/journal.pone.0039980

**Published:** 2012-07-10

**Authors:** Chloe M. McCoy, Dylan Q. Nicholas, Kristyn S. Masters

## Abstract

While many large-scale risk factors for calcific aortic valve disease (CAVD) have been identified, the molecular etiology and subsequent pathogenesis of CAVD have yet to be fully understood. Specifically, it is unclear what biological phenomena underlie the significantly higher occurrence of CAVD in the male population. We hypothesized the existence of intrinsic, cellular-scale differences between male and female valvular interstitial cells (VICs) that contribute to male sex being a risk factor for CAVD. Differences in gene expression profiles between healthy male and female porcine VICs were investigated via microarray analysis. Mean expression values of each probe set in the male samples were compared to the female samples, and biological processes were analyzed for overrepresentation using Gene Ontology term enrichment analysis. There were 183 genes identified as significantly (fold change>2; P<0.05) different in male versus female aortic valve leaflets. Within this significant gene list there were 298 overrepresented biological processes, several of which are relevant to pathways identified in CAVD pathogenesis. In particular, pathway analysis indicated that cellular proliferation, apoptosis, migration, ossification, angiogenesis, inflammation, and extracellular matrix reorganization were all significantly represented in the data set. These gene expression findings also translated into functional differences in VIC behavior in the *in vitro* environment, as sex-related differences in proliferation and apoptosis were confirmed in VIC populations cultured *in vitro*. These data suggest that a sex-related propensity for CAVD exists on the cellular level in healthy subjects, a phenomenon that could have significant clinical implications. These findings also strongly support discontinuing the use of mixed-sex VIC cultures, thereby changing the current standard in the field.

## Introduction

Calcific aortic valve disease (CAVD) is defined by non-rheumatic calcification and thickening of the aortic valve leaflets and can range from pre-clinical sclerosis to symptomatic stenosis [1], [2]. The disease affects 26% of Americans over the age of 65 and is associated with a 50% increase risk of death from cardiovascular causes [3], [4]. There are currently no treatments for halting the progression or preventing onset of the disease, and the etiology and pathogenesis of CAVD have yet to be well described. While the etiology of CAVD remains unclear, advanced age, smoking, hyperlipidemia, atherosclerosis, and male sex have all been identified as risk factors for development and progression of the disease [3], [5]–[7]. After age, sex is the most significant risk factor for CAVD. Specifically, male sex is associated with a two-fold increase in the risk of aortic valve disease [3] and a 5% cumulative incidence rate of aortic valve calcium deposition, compared to 3.3% in women [5].

As noted in two recent reports [8], [9], every cell has a sex, and analyzing how sex can affect behavior on the cellular and intracellular scale is an emerging area of research. It is well known that many cardiovascular diseases affect men differently than women, and there is evidence that the sex of research material derived from animals and humans plays a role in downstream experimental outcomes [8], [10]. Aside from these observations, there is relatively little research to explain the pathogenesis behind the sex-related differences in CAVD. CAVD affects both men and women, but the severity of the disease and the progression to advanced disease stages appear to differ between the two sexes [5], [7]; women are also more likely to have preserved myocardial function in response to aortic stenosis [11]. Differences in CAVD have also been identified in mice, with significantly thicker valve leaflets, aortic regurgitation, and vascular lipid deposition in aged male mice compared to aged females, even after controlling for estrogens [12]. Although there are likely numerous anatomic and physiologic factors that influence these sex-related CAVD differences, we propose herein that cellular-scale differences in the behavior of male and female valvular interstitial cells (VICs) also play a role in this disease process. No previous study has examined VICs following separation by sex.

The aortic valve is populated by two main cell types: valvular endothelial cells that line the blood-contacting surfaces, and VICs that comprise the bulk of the valve leaflet and are thought to be the predominant cell type involved in valve calcification [1]. In response to injury or stress, quiescent VICs temporarily become activated to a myofibroblast-like phenotype that is associated with higher levels of proliferation, apoptosis, and extracellular matrix (ECM) remodeling [2], [13]. In CAVD, it is hypothesized that VICs lose their ability to return to a quiescent state after the stressor has been resolved, and instead either remain activated or adopt an osteoblast-like pathological phenotype.

Although much remains to be learned about the etiology of CAVD, analyses of calcified human valve explants have identified several hallmark characteristics of CAVD, such as: presence of inflammatory cells/molecules, angiogenesis, lipid deposition, extracellular matrix disarray, elevated cellular migration, proliferation, and apoptosis, and increased transforming growth factor-β1 (TGF-β1) expression [1], [14]–[16]. Histopathological analyses of diseased human valves have revealed numerous inflammatory cell types present within calcified lesions, including T lymphocytes and macrophages, when compared to non-calcified controls [2], [17]. In addition, aortic valve lesions have also been found to contain higher levels of interleukins and transforming growth factor-beta1 (TGF-β1), which are expressed during inflammation and are suspected contributors to the calcific process [15], [18]–[20]. CAVD can also be associated with deposition and oxidation of low density lipoprotein (LDL) cholesterol [2], [17], [18], and elevated LDL in the blood has also been identified as a CAVD risk factor [3], [21]. Accumulation of oxidized lipids in early valve lesions can enhance inflammation, apoptosis, and MMP expression [19], with each of these cellular processes known to be upregulated in CAVD [22]. Finally, in contrast to the negligible angiogenic activity present in healthy valves, angiogenesis and the expression of vascular endothelial growth factor (VEGF) and VEGF receptor 2 (VEGFR-2, or KDR) are all significantly upregulated in human CAVD explants when compared to healthy controls [16], [22], [23].

Several intracellular signaling differences have also been noted in diseased versus healthy valves. For instance, examination of calcified human valve explants has revealed high levels of phosphorylated ERK compared to healthy valves [24], and subsequent *in vitro* VIC studies have shown the MAPK/ERK pathway to be involved in VIC calcification and osteoblastic differentiation, with inhibition of the pathway resulting in dramatic reduction of calcification *in vitro* [25]. Meanwhile, work with cardiac fibroblasts found that activation of the MAPK pathway was more pronounced and persistent in male cells compared to female cells [26], indicating a possible sex-related difference in basal expression of the pathway between males and females in other tissues.

This microarray study was designed to identify intrinsic differences between male and female VICs in the context of CAVD-related gene expression pathways as well as to probe for molecular pathways that may begin to explain aspects of sex-dependent disease disparities seen in CAVD. We also investigated whether these intrinsic sex-related differences translated to differences in cellular function following *in vitro* culture of VICs. The identification of sex-related, CAVD-relevant differences on the cellular scale has the potential to significantly alter both our pursuit of CAVD treatments and our knowledge of valve biology. This study also aims to investigate the appropriateness of the current standard practice of using mixed-sex porcine VIC cultures to study valve disease. Thus, at a minimum, the findings presented herein provide evidence to influence the manner in which *in vitro* studies of valve biology and CAVD are currently performed.

## Results

### Microarray

Gene expression values from male VICs were compared to those of female VICs obtained from healthy pigs. 

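Leaflet RNA of 3 female and 3 castrated male pigs, 1 pig per array, was hybridized to the Affymetrix Porcine Genome Array. The pigs were 5 months old and weighed about 90 kg, and the endothelium was scraped off each leaflet before RNA isolation. The deposited values are log2 expression values that the authors made with RMA, which corrects for background, sets the arrays to a common distribution and summarizes the probes of each probe set. They cover 24123 probe sets, of which 124 are controls. The median of an array lay between 7.33 and 7.38, and the number of arrays limits the precision of every comparison. XIST, which is expressed from the inactive X chromosome, and the Y-linked DDX3Y, EIF1AY and UTY matched the stated sex on each of the 6 arrays. The Y-linked SRY could not tell the sexes apart, at 4.14 in males and 4.13 in females, under the 25th percentile of the array (5.52). Arrays of the same sex correlated at 0.987 to 0.993, and arrays of different sex at 0.972 to 0.987.
The authors filtered probe sets on the coefficient of variation (CV) and tested the rest with limma. The raw and adjusted P values of Table S2 fit a test of 10% of the array, so the 10% of probe sets with the highest CV over the 6 log2 values were kept, 2412 probe sets with a CV of at least 6.50%. Probe sets were called different at an adjusted p under 0.05 from limma and a difference of at least 2-fold. Where p values were adjusted over a gene list alone, both limits applied too, so genes under 2-fold were not counted. A CV over all arrays is higher where the sexes differ, so limma was also run over all 23999 probe sets other than controls, and both adjusted p values are given. Each probe set has its name from Table S2 or from the annotation of the array, which gives 1 gene for 10069 probe sets and none for 13732. An exact permutation test of 3 against 3 arrays cannot go below p = 0.1.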

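The largest log2 fold changes between male and female leaflets included genes of the sex chromosomes. The Y-linked DDX3Y, an RNA helicase, was at 11.65 ± 0.10 (SD, n = 3) in males and at the background in females, who lack the gene (3.92 ± 0.43, log2 fold change 7.72, standard error 0.34, adjusted p = 7.4e-08 from limma with the CV filter), and the Y-linked translation factor EIF1AY rose by 6.74 from the same background. XIST, the RNA that coats the inactive X chromosome, fell by 7.34 on the log2 scale in males. Among the other genes, the MHC class II gene HLA-DRB4 rose by 5.91 in males, the neuropeptide NPY was 21.0-fold higher, the neuronal calcium sensor VSNL1 19.8-fold, the protease inhibitor SERPINB2 12.2-fold and CD24 (listed as CD24L4) 11.4-fold. The class II genes SLA-DRB1, SLA-DRA, SLA-DQA1 and SLA-DQB1 did not follow HLA-DRB4, with log2 fold changes of 0.53, 0.18, 0.05 and 0.27 that did not pass. Probe sets named for the X-linked genes EIF2S3, TMSB4X and JARID1C also rose, by 6.54, 6.54 and 4.37 on the log2 scale, while 6 other probe sets of these genes had log2 fold changes from -0.46 to 0.14. The largest fall was at the probe set that Table S2 names FAM5C (-8.23), and after XIST came that named for the latrophilin LPHN2 (-5.90). Their falls are of the size of that of XIST, and whether they read other transcripts could not be tested without probe sequences. Then came the drug-metabolizing enzyme CYP3A4 (-2.90, CYP3A46 in the annotation of the array), the opioid precursor PENK (-2.73), the complement receptor CR2 (-2.69, CR1 in the annotation), the phosphatase PTPRK (-2.44), the protocadherin PCDH9 (-2.39) and the potassium channel KCNK1 (-2.27). At the probe sets given here for DDX3Y, EIF1AY, XIST, EIF2S3, JARID1C, HLA-DRB4, VSNL1, FAM5C, LPHN2, CYP3A4 and PTPRK, the lower mean lies at 3.25 to 5.12, under the 25th percentile of the array (5.52), so the sizes of these differences depend on the background.
With the CV filter, 111 probe sets were higher in males and 72 were lower, and all 183 are those of Table S2. Among all 23999 probe sets, selected by no test, the values of the sexes did not overlap in 22.4%, where chance gives 10%. Over all probe sets, limma called 73, of which 40 were higher and 33 lower in males, and 58 of them are in Table S2. Without male replicates 1, 2 and 3 in turn, 56, 87 and 391 probe sets were called with the CV filter, and without female replicates 1, 2 and 3, 92, 166 and 66. The same omissions over all probe sets gave 21, 13 and 285, and 52, 40 and 20. Of the 183 probe sets, 52 were called whichever array was left out. None was called when the filter instead kept probe sets with a within-sex CV under the median. The 9 genes chosen for qRT-PCR were not kept by that filter, so it cannot tell whether their differences hold. SERPINB2 was not called without male replicate 1 or female replicate 1 (adjusted p up to 0.0916 from limma). The log2 fold change of SERPINB2 was 3.60 with all arrays, 2.27 without female replicate 3 and 4.68 without female replicate 2.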

Out of 20,201 *Sus Scrofa* genes represented on the microarray, 183 were deemed significantly different (fold change>2; P<0.05) in male versus female VICs after preprocessing and statistical analysis (Table S2). From the significant genes list, 298 biological processes were found to be overrepresented in males using GO enrichment analysis (Table S3). Sorting of this list revealed categorical groupings of biological processes that corresponded to cellular functions and phenomena that are known to be altered in CAVD (summarized in Table 1; expanded information found in Table S4). Specifically, these categories included calcification, cell proliferation, angiogenesis, ECM remodeling, cell adhesion, cell migration, and inflammation.

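Genes of bone formation and calcification went both ways. Of 20 measured genes of this list, 10 had a higher and 10 a lower mean in males, and with the CV filter the hormone STC1 and the natriuretic peptide NPPC rose, as did CDH11 at a probe set of Table S2 that the list does not hold. STC1 also passed over all probe sets, and 3 genes rose when adjusted over the list alone, with PTHLH (log2 fold change 1.35) as the other. Among 25 genes of the cell cycle, 20 had a higher mean in males (median log2 fold change 0.30), but none passed either test, over all probe sets or adjusted over the list alone. PCNA, the sliding clamp of DNA replication, had a log2 fold change of 0.56 (adjusted p = 0.196 from limma) and the ribonucleotide reductase subunit RRM2 one of 0.77. EZH2, a histone methyltransferase of proliferating cells, fell by 2.08 with the CV filter at the probe set of Table S2, while its other probe set, which stands for it in the list, had a log2 fold change of 0.31 and did not pass. Of 26 genes of ECM remodeling, 17 had a lower mean in males. The proteoglycan ACAN fell, and the dipeptidase DPP4 and SERPINB2, an inhibitor of plasminogen activators, rose with the CV filter. None was called over all probe sets, and 1 rose and 1 fell when adjusted over the list alone. Lysyl oxidase LOX (-0.43), tenascin TNC (-1.04), TIMP2 (-0.60) and the gelatinase MMP2 (-0.47) had negative log2 fold changes without passing the test.
The camera test of limma, which compares a list with all other genes, was not passed by calcification (adjusted p = 0.980) or the cell cycle (0.0545). The cell cycle list passed without male replicate 3 (adjusted p = 0.00148) or female replicate 1 (0.0144), with median-centred arrays (0.0431) and with the replicate number as a block (0.0108). The replicate numbers do not pair the samples, so that block is an arbitrary grouping. ECM remodeling shifted down (adjusted p = 0.0137, and adjusted p = 0.525 with an estimated correlation), with a median log2 fold change of -0.11 and a mean of 0.02, and did not pass without female replicate 2 (adjusted p = 0.0549). Genes of VICs and fibroblasts, of which the ECM list holds FN1, shifted down with it in the camera test, but not with an estimated correlation (adjusted p = 0.597). EZH2 was not called without male replicate 1 or female replicates 2 or 3 (adjusted p up to 0.110 from limma).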

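Adhesion and migration genes shifted up as a list in limma's camera test (adjusted p = 0.0203), but not with an estimated correlation (adjusted p = 0.597). Of 19 measured genes, 15 had a higher mean in males (median log2 fold change 0.40). The T-cadherin CDH13 (2.04), the focal adhesion protein TES (1.86) and IGFBP5 rose with the CV filter, none over all probe sets and 4 when adjusted over the list alone. CDH11 (1.53) and ITGA6 also rose with the CV filter at probe sets of Table S2, while the ones that the list holds had log2 fold changes of 0.87 and 0.06 without passing. Genes of angiogenesis did not move one way. Of 21 measured genes 12 had a higher and 9 a lower mean in males, and ANGPTL4, a secreted protein that modulates angiogenesis, fell with the CV filter and when adjusted over the list alone. KDR counts among the 9 lower genes there, through a probe set near the background, while the probe set of Table S2 rose with the CV filter. The Notch ligand JAG1 had a log2 fold change of 0.78 and THBS2, an inhibitor of angiogenesis, one of -0.82, both without passing. Of 27 cytokine and inflammation genes, 17 had a higher mean in males. LIF, an interleukin 6 family cytokine, rose with the CV filter (log2 fold change 1.74). None passed both the p and the 2-fold limit over all probe sets or when adjusted over the list alone. Of 34 measured markers of endothelial cells, 29 had a higher mean in males (median log2 fold change 0.65), and 6 rose with the CV filter, among them ICAM2 (1.70), the adhesion GPCR ELTD1 (1.75) and the ectonucleotidase ENTPD1 (1.88), none over all probe sets and 10 when adjusted over the list alone. At probe sets of Table S2 that the list does not hold, KDR and CD93 rose and CAV1 fell by 1.30 with the CV filter, while the 3 other probe sets of CAV1 had log2 fold changes from 0.19 to 0.83.
The endothelial markers passed the camera test, as adhesion and migration did (adjusted p = 9.9e-05, and adjusted p = 0.710 with an estimated correlation). Angiogenesis did not (adjusted p = 0.706, median log2 fold change 0.02 and mean 0.06, against a downward test), nor did inflammation (adjusted p = 0.316). Adhesion and migration did not pass without female replicate 3 (adjusted p = 0.0708), and inflammation passed without female replicate 2 (adjusted p = 0.0390). LIF, TES, ELTD1 and CDH11 were not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.126 from limma), CDH13 not without male replicate 1 or female replicates 1 or 3 (up to 0.0916), and ICAM2 and ENTPD1 not without male replicates 1 or 2 or female replicate 3 (up to 0.0916). CAV1 was not called when any of the 6 arrays was left out (adjusted p up to 0.134 from limma).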

**Table 1:** Significant biological processes determined by GO enrichment analysis and categorized according to disease-related pathway grouping (expanded table available in Table S4).

GO BP ID and PROCESS	P value
**CALCIFICATION**	
GO:0060349: bone morphogenesis	0.039
GO:0001649: osteoblast differentiation	0.012
GO:0045668: neg. regulation of osteoblast differentiation	0.039
GO:0001503: ossification	0.001
GO:0060348: bone development	0.042
GO:0030278: regulation of ossification	0.003
GO:0003416: endochondral bone growth	0.001
GO:0060351: cartilage development involved in endochondral bone morphogenesis	0.002
GO:0060350: endochondral bone morphogenesis	0.012
GO:0045667: regulation of osteoblast differentiation	0.023
GO:0071107: response to parathyroid hormone stimulus	0.026
**PROLIFERATION**	
GO:0042127: regulation of cell proliferation	0.004
GO:0008283: cell proliferation	0.008
GO:0008284: pos. regulation of cell proliferation	0.036
GO:0008285: neg. regulation of cell proliferation	0.012
GO:0033002: muscle cell proliferation	0
GO:0048659: smooth muscle cell proliferation	0.001
GO:0048660: regulation of smooth muscle cell proliferation	0.001
**ECM REMODELING**	
GO:0010716: neg. regulation of ECM disassembly	0.013
GO:0030198: ECM organization	0.023
GO:0022617: ECM disassembly	0.039
**ADHESION**	
GO:0016337: cell-cell adhesion	0.008
GO:0033632: regulation of cell-cell adhesion by integrin	0.013
GO:0007155: cell adhesion	0.019
GO:0022610: biological adhesion	0.019
**MIGRATION**	
GO:0030336: neg. regulation of cell migration	0
GO:0040012: regulation of locomotion	0.002
GO:0030334: regulation of cell migration	0.004
GO:0040011: locomotion	0.007
GO:0016477: cell migration	0.009
GO:0048870: cell motility	0.01
GO:0051451: myoblast migration	0.026
GO:0014812: muscle cell migration	0.039
GO:0050921: pos. regulation of chemotaxis	0.039
GO:0050920: regulation of chemotaxis	0.048
**INFLAMMATION**	
GO:0071105: response to interleukin-11	0.013
GO:0032604: GMCF production	0.026
GO:0032645: regulation of GMCF production	0.026
GO:0032672: regulation of interleukin-3 production	0.026
GO:0042223: interleukin-3 biosynthetic process	0.026
GO:0042253: GMCF biosynthetic process	0.026
GO:0045399: regulation of interleukin-3 biosynthetic process	0.026
GO:0045401: pos. regulation of interleukin-3 biosynthetic process	0.026
GO:0045423: regulation of GMCF biosynthetic process	0.026
GO:0045425: pos. regulation of GMCF biosynthetic process	0.026
**ANGIOGENESIS**	
GO:0001944: vasculature development	0.003
GO:0001568: blood vessel development	0.01
GO:0048514: blood vessel morphogenesis	0.004
GO:0001525: angiogenesis	0.021
GO:0048844: artery morphogenesis	0.01
GO:0060840: artery development	0.012
GO:0016525: neg. regulation of angiogenesis	0.012

Representative genes were selected from each of these main CAVD-relevant GO biological process categories for validation via qRT-PCR, using the same tissue samples used in the microarray (Figure 1), as well as samples from 16 additional animals (Figure S2). For these nine genes, the fold changes obtained via microarray analysis demonstrated substantial agreement with the fold change values determined via qRT-PCR, thereby confirming the microarray data (Figure 1). Moreover, for the majority of these genes, the expression relative to female samples was consistent with an increased genetic propensity for male VICs to adopt a diseased phenotype. Specifically, relative to female valves, males exhibited increased expression of genes related to CAVD-relevant biological processes, namely increased proliferation (*CALCRL*), increased calcification (*STC1, NPPC*), enhanced lipid metabolism (*APOE*), increased ECM remodeling (*DPP4, ACAN*), increased migration (*IGFBP5*), and decreased inhibition of angiogenesis (*ANGPTL4*).

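On the arrays, 7 of the 9 genes were higher and 2 were lower in male leaflets, and for each gene the values of the sexes did not overlap. KDR, ACAN, DPP4, STC1 and APOE were called with the CV filter whichever array was left out. NPPC and CALCRL stayed called only without male replicate 3 or female replicate 2, IGFBP5 only without male replicate 3 or female replicate 1, and ANGPTL4 only without female replicate 3. Over all probe sets, only STC1 passed (adjusted p = 0.0440 from limma), while without any 1 of the 5 arrays other than male replicate 3 it did not (adjusted p up to 0.172 from limma). In the same comparison, 1 of the 9 genes passed without male replicate 1, and 7 passed without male replicate 3. With all 6 arrays, the 8 genes other than STC1 had adjusted p values from 0.0507 (KDR) to 0.119 (ANGPTL4) from limma over all probe sets. The genes were chosen on these arrays, so their direction here is not independent evidence.

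**Figure D1:**
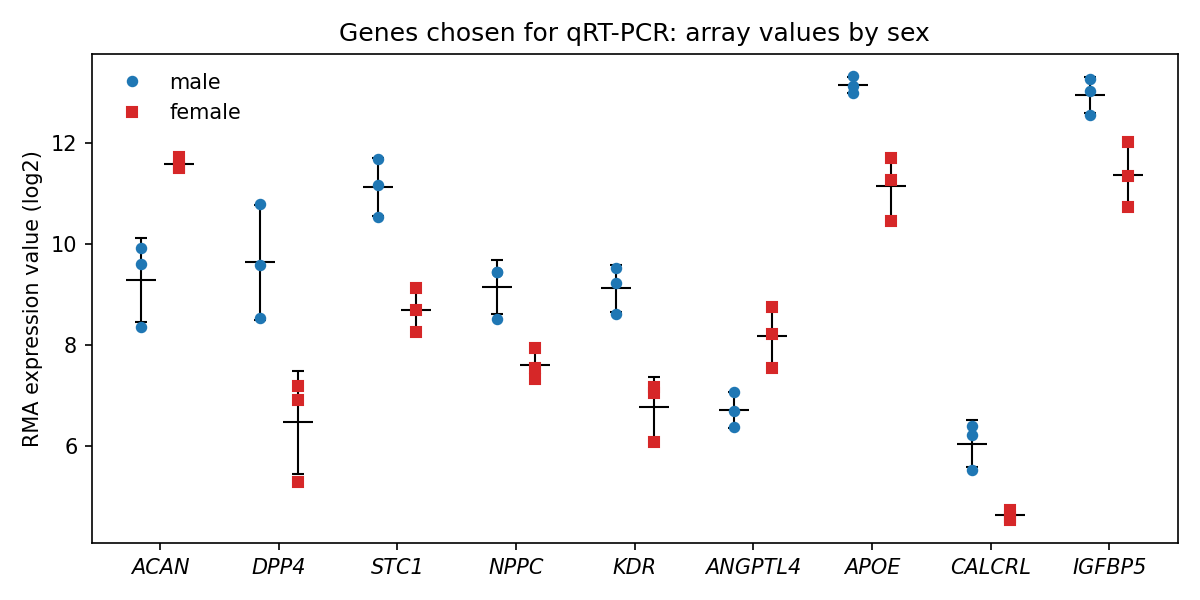
RMA expression value (log2) of the 9 genes chosen for qRT-PCR on each of the 3 male (circles) and 3 female (squares) arrays, with the mean and SD of each sex as bars. ACAN and ANGPTL4 lie lower in males and the other 7 genes higher.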

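STC1, a hormone of calcium and phosphate balance, had a log2 expression value of 11.13 ± 0.58 (SD, n = 3) in males and 8.69 ± 0.44 in females. This was a log2 fold change of 2.44 (standard error 0.39, adjusted p = 0.00532 from limma with the CV filter), and its other probe set in Table S2 rose by 1.44. NPPC, the precursor of C-type natriuretic peptide, was 2.92-fold higher in males (log2 fold change 1.54, standard error 0.37, adjusted p = 0.0334 from the same limma test). DPP4, a membrane dipeptidase, rose by 3.18 (standard error 0.61, adjusted p = 0.0127 from limma). The rise of DPP4 was 9.04-fold with all arrays, 6.01-fold without female replicate 3 and 13.3-fold without male replicate 3. CALCRL, a receptor for calcitonin gene-related peptide and adrenomedullin, rose by 1.42 from a low level of 4.61 ± 0.10 (SD, n = 3) in females. IGFBP5, which binds insulin-like growth factors, was at 12.96 ± 0.37 (SD, n = 3) in males and 11.37 ± 0.65 in females, a log2 fold change of 1.59. ACAN, the proteoglycan aggrecan, fell by 2.29 (standard error 0.42, adjusted p = 0.00990 from limma), from 11.59 ± 0.12 (SD, n = 3) in females to 9.30 ± 0.83 in males. A second ACAN probe set, at 7.16 in females, had a log2 fold change of -0.13.
CALCRL, one of the endothelial markers, had an adjusted p of 0.0339 from limma and was not called without male replicates 1 or 2 or female replicates 1 or 3 (up to 0.125). NPPC was not called in the absence of the same arrays (up to 0.110), and IGFBP5 (0.0395) without male replicates 1 or 2 or female replicates 2 or 3 (up to 0.0937). With an intensity trend and the CV filter, 8 of the 9 genes were called, and IGFBP5 was not (adjusted p = 0.113 from limma). From the direction of the majority of these genes, the paper reads a possible greater propensity of male VICs for a diseased phenotype.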

**Figure 1:**
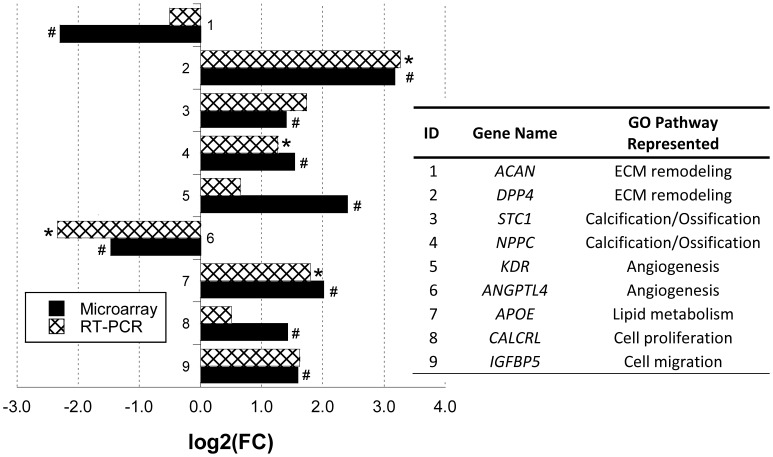
qRT-PCR validation of microarray data. Data are displayed as mean log2(fold-change) in gene expression in male versus female samples. Gene abbreviations: aggrecan (*ACAN*), dipeptidyl-peptidase 4 (*DPP4*), stanniocalcin 1 precursor (*STC1*), natriuretic peptide precursor C (*NPPC*), kinase insert domain receptor (*KDR*), angiopoietin-like 4 (*ANGPTL4*), apolipoprotein E (*APOE*), calcitonin receptor-like (*CALCRL*), and insulin-like growth factor binding protein 5 (*IGFBP5*). *P<0.05 compared to female VIC RT-PCR results, ^#^P<0.05 compared to female VIC microarray results.

### Functional Pathway and Network Analysis

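Genes of cell death shifted up in male leaflets by small amounts in limma's camera test (adjusted p = 0.0253), but not with an estimated correlation (p = 0.0905 before adjustment). Of 19 measured genes of apoptosis, 16 had a higher mean in males, with a median log2 fold change of 0.25, which is 1.19-fold at the median. They include the death receptor FAS (0.46), its adaptor FADD (0.59), the initiator CASP8 (0.68), the executioner CASP6 (0.43) and PMAIP1, which opposes BCL2 proteins (1.03), but also BCL2L1 and MCL1, which oppose cell death (0.25 and 0.23). No single gene passed, over all probe sets or adjusted over the list alone. HTRA2, a mitochondrial protease released in apoptosis, fell by 1.53 with the CV filter at the probe set of Table S2.
The list did not pass without male replicate 2 (adjusted p = 0.0604 from camera), nor with the names of Table S2 added to the annotation (adjusted p = 0.0871), a matching that was planned but run after the results were seen. Endothelial markers shifted up and VIC and fibroblast genes down in the same test on these arrays, neither with an estimated correlation (p = 0.286 and 0.192 before adjustment). HTRA2 had an adjusted p of 0.0483 from limma and was not called without male replicates 1 or 2 or female replicates 1, 2 or 3 (up to 0.183).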

IPA functional analysis for pathways and diseases revealed many CAVD-relevant pathways overrepresented in male samples compared to female samples, including cell death, cell proliferation, cell movement, and cell-to-cell signaling and interaction (Figure 2). In addition, cardiovascular and inflammatory disease categories were also identified to be significantly overrepresented in male versus female samples (Figure 2). Each functional pathway or disease category defined by IPA includes sub-level functions, thus the data presented in Figure 2 represent the most significant sub-level function in each category. Cellular movement, small molecular biochemistry, and tissue development were the most significantly represented in male versus female samples out of the dataset.

**Figure 2:**
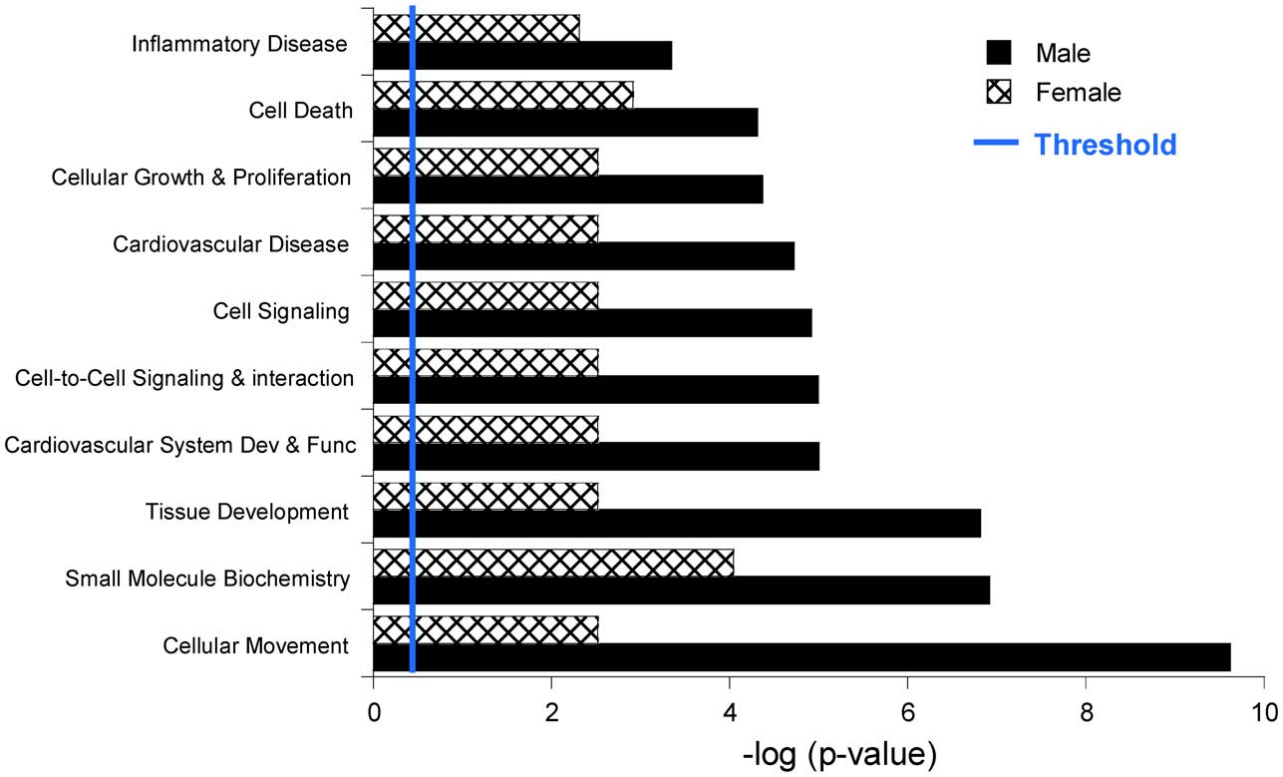
Functional categorization analysis of most significant pathways and diseases represented by microarray data. A functional categorization analysis of the most significant pathways and diseases represented in the microarray-generated list of significantly different genes was generated using Ingenuity software. The p-value was calculated using the right-tailed Fisher’s exact test. Each bar represents the highest level of function for each category, each of which includes many sub-level functions and is represented by the number of genes in the male and female samples (denoted in parentheses, respectively). The bar was determined by the lowest p-value among sub-level functions for each category. Threshold indicates p-value cutoff of 0.05.

To investigate the interaction of these differentially regulated genes with other gene products, pathways, and biological processes, molecular networks were formed in IPA using functional relationships between gene products based on known connections in peer-reviewed literature. These networks include genes from the significant genes list and their interactions with genes that are biologically relevant to the pathway but not identified in the microarray. The top 5 networks among the significant genes upregulated in male VICs represent many pathways suspected to be involved in CAVD pathogenesis (Table 2). 

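All 78 distinct focus genes of the 5 networks were higher in male leaflets with the CV filter, since the networks were built from the genes called higher in males on these arrays, so their direction is not independent evidence. Of these, 22 passed limma's test over all probe sets. The molecules that the networks add to the focus genes do rest on other probe sets. Of 69 such genes 32 had a probe set on the array, and none was called with the CV filter or over all probe sets (9 at an unadjusted p under 0.05 from limma). Among them were the glycolytic enzyme LDHA (log2 fold change 0.45), the tetraspanin TSPAN12 (0.84) and HNRNPU, an RNA-binding protein (-0.56). Endothelial markers of Table S2, such as LMO2 (1.49) and ESAM (1.59), are among the genes higher in males. The 2 other probe sets of ESAM had log2 fold changes of 1.56 (adjusted p = 0.156 from limma over all probe sets) and -0.26, both without passing.
With the CV filter, between 29 (without male replicate 1) and 76 (without male replicate 3) focus genes were called when 1 array was left out, and LMO2 and ESAM were not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.133 from limma). Over all probe sets it lay between 3 (without male replicate 2) and 56 (without male replicate 3).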

Each network was identified based on a numerical rank score according to the degree of relevance of the network to the molecules in the significant genes list and based on the hypergeometric distribution calculated as –log(Fisher’s exact test result). A score greater than two indicates a ≥99% confidence that a focus gene network was not generated by chance alone [27]. In these network illustrations, genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one published reference.

**Table 2:** IPA-generated molecular networks assembled from differentially expressed genes (bold) in males versus females in the significant genes list.

ID	Genes/Molecules in Network	Score‡	Focus Genes	Top Functions Represented
1	Alp, **APOE**, **CD55,** **CD93,** Collagen Alpha1, **DR2**, **ENC1**, **ENTPD1**,**FCER1A**, FSH, hCG, HDL, **IGFBP5**, IL1, **IL17D**, Immunoglobulin, Lh, **LIF**,NFkB (complex), **NPPB**, **NPPC**, **NPR1**, P38 MAPK, **PHLDA1**, **PODXL**, **PPAP2A**,Pro inflammatory Cytokine, **PTPRR**, **RGS5**, **RSAD2**, Serine Protease,**SERPINB2**, **STC1** *, Vegf, **VSNL1**	47	22	Tissue Development, Nucleic Acid Metabolism, Small Molecule Biochemistry
2	Actin, Akt, Alpha Actinin, **CALCRL**, CaMKII, **CD24**, **CDH13**, **CLIC5**,**DPP4**, **ELTD1**, ERK, ERK1/2, **F2RL1**, Gpcr, **HTR2B**, **ICAM2**, Insulin,Integrin, **ITGA6** *, Jnk, **KDR**, Mapk, **MYCN**, Nfat (family), **NPY**, **NRXN1**,PI3K (complex), Ras, **RRAD**, **SFRP2**, **SORBS2**, **TES** *, **TM6SF1**, TSH, **ZNF512B**	38	20	Cardiovascular System Development and Function, Cell Morphology, Organismal Development
3	AFM, APP, **ARHGEF3** *, CAPS4, Caveolin, **CDA**, Ck2, DDX3X, EIF2B1,EIF2S1, FUS, **GABRA1**, GABRA3, **GABRB2**, GABRG1, **GNS**, HNRNPK, HNRNPU,IgG, IL6, **IL17D**, **KHDRBS3**, LDHA, LDLR, **LMO2**, **MALL**, MYC, OSM,**PDCD11**, **ROR1**, **RTN1**, **SERPINB7**, STAT1, TGFB1, **TPBG**	25	14	Gene Expression, Neurological Disease, Organismal Injury and Abnormalities
4	**ABI3**, ABI3BP, **ARHGAP27**, **ARHGEF3** *, **ARHGEF15**, CDH1, **CDH11**, DCC,DLG4, Eif2, EIF2S1, **EIF2S3**, FZD4, GAB2, GDP, GRB2, **ITIH4**, LDHA,**LRRTM4**, **NDP**, NDRG1, PAK1, PIK3R2, PRKAB1, RAC1, RHOA, **RIMS2** *, RPL5,RPL13, **SLC9A3R2**, **SOX13**, TAC1, **TPPP3**, TSPAN12, WNT1	24	13	Cellular Movement, Cell Signaling, Molecular Transport
5	**C2orf40**, CCND1, CTNNβ-LEF1, **DDX3Y**, DIO2, DOOCK7, **ESAM**, **ETF1**,**FRY**, Groucho, **KLHL13**, L-triiodothyronine, LDLR, **LEF1**, **MARK1**, **MFAP5**,NOTCH1, PTH, RAB3B, RBX1, SHBG, SNCA, TCF/LEF, TLE1, TLE2, TLE4, **TPPP**,UCP3, **UTY**, VENTX, WNT1, YWHAG, ZEB2	19	11	Cellular Assembly and Organization, Tissue Development, Cell Cycle

‡ The score is a numerical rank of the degree of relevance of the network to the molecules in the significant genes list and is based on the hypergeometric distribution calculated as –log(Fisher’s exact test result).

* indicates multiple identifiers in the significant genes dataset map to a single gene in the IPA Global Molecular Network.

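NPR1, the receptor of atrial and B-type natriuretic peptide, was 2.72-fold higher in male leaflets (log2 fold change 1.44, standard error 0.32, adjusted p = 0.0277 from limma with the CV filter). PTPRR, a phosphatase that acts on MAP kinases, was 4.72-fold higher (log2 fold change 2.24, standard error 0.36, adjusted p = 0.00590 from the same limma test). NPR1, PTPRR, CD55, IL17D, STC1 and VSNL1 are the 6 focus genes of Network #1 that also passed over all probe sets, of 22. The other 16 include PHLDA1, a regulator of apoptosis (1.33), and the sialomucin PODXL (1.76). The median log2 fold change of the 22 focus genes was 1.88.
NPR1 was not called without male replicates 1 or 2 or female replicates 2 or 3 (adjusted p up to 0.0906 from limma). PHLDA1 and PODXL were not called without male replicates 1 or 2 or female replicates 1 or 3 (up to 0.159).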

Network #1 (Figure 3) received the highest score (47) and is assembled around 22 focus genes that were upregulated in male VICs. This network is not centered upon any single gene or process, but includes several genes and gene products that are highly relevant to multiple CAVD-related phenomena. In particular, Network #1 contains genes and molecules known to be involved in inflammation (IL1, IL17D, CD55, CD93, FCER1A, Immunoglobulin, NF-κB complex), ossification (DDR2, RSAD2, STC1), angiogenesis (VEGF), valve cell differentiation (NPPC), and lipid metabolism (APOE, PPAP2A) [16], [28]–[30]. 

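CD55, an inhibitor of complement, was 3.79-fold higher in male leaflets (log2 fold change 1.92, standard error 0.36, adjusted p = 0.0113 from limma with the CV filter). The IgE receptor chain FCER1A rose by 2.02 on the log2 scale (adjusted p = 0.0237 from limma), from 3.91 ± 0.32 (SD, n = 3) to 5.94 ± 0.85. Its female mean lies under the 25th percentile of the array (5.52), so the size of this rise depends on the background. CD93, a receptor of endothelial and myeloid cells, rose by 1.46 at the probe set of Table S2, while its 2 other probe sets had log2 fold changes of -0.52 and -0.04. The collagen receptor DDR2 was 2.42-fold higher in males, the interferon-induced RSAD2 3.39-fold and the lipid phosphatase PPAP2A 3.91-fold. A brighter probe set of PPAP2A, annotated with its newer symbol PLPP1, had a log2 fold change of 0.04 and did not pass. NFKB1, a subunit of the NF-κB complex, had a log2 fold change of -0.11 (adjusted p = 0.631 from limma over all probe sets).
FCER1A was not called without male replicate 1 or female replicate 1 (adjusted p up to 0.0818 from limma), PPAP2A not without male replicate 1 or female replicates 1 or 3 (up to 0.0779), and DDR2 not without male replicates 1 or 2 or female replicates 1, 2 or 3 (up to 0.147). CD93 and RSAD2 were not called without male replicates 1 or 2 or female replicates 1 or 3 (up to 0.136).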

Vascular endothelial growth factor (VEGF), which plays a central role in angiogenic processes, acts as one of the hubs in this network, indirectly interacting with genes and gene products whose GO biological process functions are primarily associated with apoptosis (PHLDA1), lipid metabolism (PPAP2A), ossification (STC1), and inflammation (CD55, IL1, CD93, Immunoglobulin, NF-κB complex).

**Figure 3:**
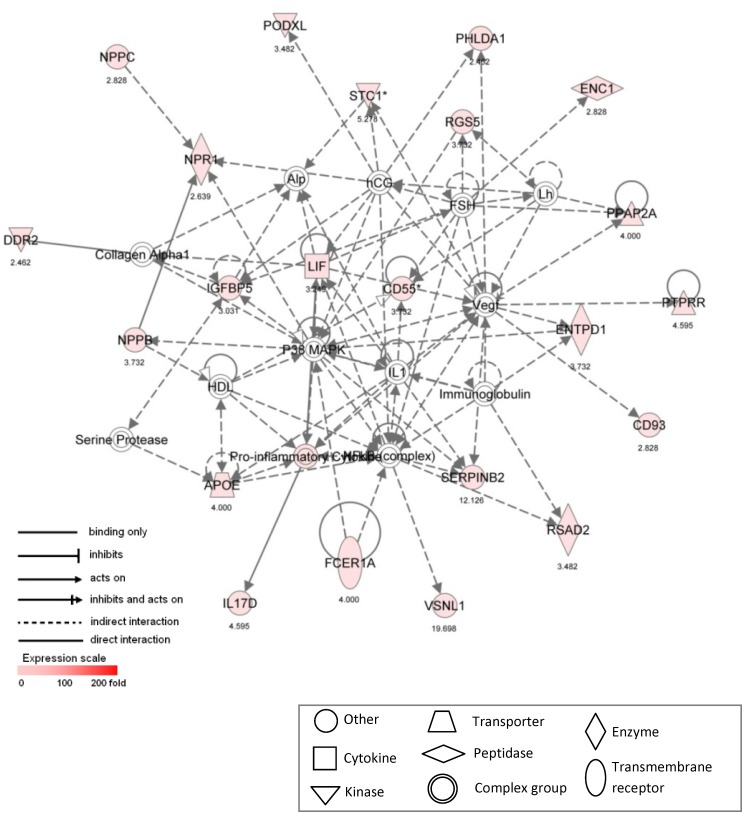
Ingenuity pathway analysis Network #1. Ingenuity pathway analysis was used to assemble a network based upon 22 differentially expressed focus genes that were upregulated in male VICs compared to female VICs. Genes are represented as nodes, with node shape representing the functional class of the gene product (seen in legend). Node color depicts degree of overrepresentation in male samples; uncolored nodes are depicted based upon evidence in the IPA Knowledge Base indicating a strong biological relevance to the network. *indicates multiple identifiers in the dataset file map to a single gene in the IPA Global Molecular Network. Corresponding fold change values are listed beneath each gene label. Focus gene names are defined in Table S1.

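The chloride channel protein CLIC5 was 4.20-fold higher in male leaflets (log2 fold change 2.07, standard error 0.37, adjusted p = 0.00990 from limma with the CV filter), and the transcription factor MYCN 5.42-fold (log2 fold change 2.44, standard error 0.42, adjusted p = 0.00831 from limma). The laminin receptor subunit ITGA6 rose by 1.75 and the small GTPase RRAD by 1.31. Of the 20 focus genes of Network #2, CLIC5, CD24 and NPY also passed over all probe sets. The kinases at its center did not pass. MAPK3 (ERK1) had a log2 fold change of 0.27 (adjusted p = 0.327 from limma over all probe sets), MAPK8 one of 0.28, AKT1 one of 0.22 and AKT2 one of -0.14. RNA levels do not measure phosphorylation.
ITGA6 was not called without female replicate 3 (adjusted p = 0.0723 from limma), and RRAD not without male replicates 1 or 2 or female replicates 1, 2 or 3 (up to 0.192).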

Network #2 (Figure 4, score 38) was assembled from 20 focus genes that were upregulated in male VICs and is centered on the mitogen-activated protein kinase and extracellular-regulated kinase (MAPK/ERK) system, a known pathway involved in CAVD [25]. This network also includes several receptors involved in G-protein coupled signaling, and notably contains HTR2B (5-hydroxytryptamine (serotonin) receptor 2B); increased 5-HT levels and 5-HT receptor signaling are known to induce thickening and fibrosis of the valve and ECM reorganization [31]–[33], with these effects mediated by 5-HT-induced increases in TGF-β1 production [31]. 

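HTR2B was 2.87-fold higher in male leaflets, at a log2 expression value of 8.43 ± 0.24 (SD, n = 3) against 6.92 ± 0.60 in females. The log2 fold change was 1.52 (standard error 0.37, adjusted p = 0.0382 from limma with the CV filter and 0.0987 over all probe sets). A second HTR2B probe set, nearer the background of the array at 5.98 in males, had a log2 fold change of 0.71 and did not pass. HTR2B was not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.118 from limma).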

The signaling pathways represented in Network #2 also connect to several genes whose primary biological process functions are associated with angiogenesis (KDR, SFRP2, NRXN1).

**Figure 4:**
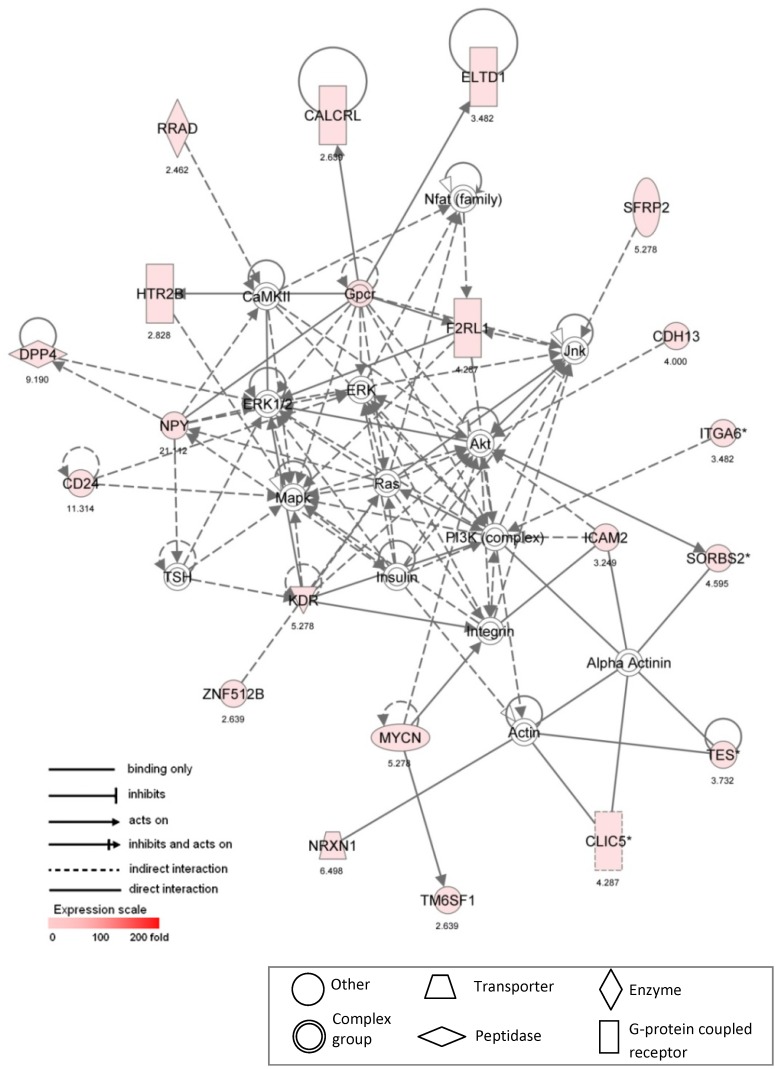
Ingenuity pathway analysis Network #2. Ingenuity pathway analysis was used to assemble a network based upon 20 differentially expressed focus genes that were upregulated in male VICs compared to female VICs. * indicates multiple identifiers in the dataset file map to a single gene in the IPA Global Molecular Network. Corresponding fold change values are listed beneath each gene label. Focus gene names are defined in Table S1.

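The GABA receptor subunit GABRB2 was 6.44-fold higher in male leaflets (adjusted p = 0.00205 from limma with the CV filter). TPBG, a glycoprotein that inhibits WNT signaling, rose by 2.18 on the log2 scale and the receptor kinase ROR1 by 1.39. Of the 14 focus genes of Network #3, 7 also passed over all probe sets, ARHGEF3 and IL17D among them. TGFB1, the gene of TGF-β1, was at 9.97 ± 0.44 (SD, n = 3) in males and 9.12 ± 0.39 in females, a log2 fold change of 0.84 that did not pass (standard error 0.27, adjusted p = 0.204 from limma over all probe sets). Of 12 measured genes of TGF-β signaling, 6 had a higher and 6 a lower mean in males, with none called over all probe sets or adjusted over the list alone (camera adjusted p = 0.983).
ROR1 was not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.112 from limma).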

Network #3 (Figure 5, score 25) was assembled from 14 genes that were upregulated in male VICs and centers on TGF-β1, a cytokine well known to be involved in CAVD [13], [15], [34], and low density lipoprotein receptor (LDLR), which is involved in lipid metabolism. This network also contains several genes related to apoptosis (CASP4, DSM, ARHGEF3), a process which is also upregulated in CAVD and *in vitro* VIC calcification [15], [25], [35]. 

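ARHGEF3, an exchange factor that activates RhoA, was 2.56-fold higher in male leaflets (log2 fold change 1.35, standard error 0.31, adjusted p = 0.0302 from limma with the CV filter and 0.0209 over all probe sets). Its log2 expression value was 9.44 ± 0.14 (SD, n = 3) in males and 8.08 ± 0.23 in females, and a second probe set in Table S2 rose by 1.32. The inflammatory caspase CASP4 has no probe set of its own in the annotation of the array. With the CV filter, ARHGEF3 was not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.109 from limma).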

Finally, networks #4 and #5 (Table 2) reveal disease-related molecules associated with the dataset that include Rac1/RhoA (Figure S3, score 24, 13 genes) which is involved in valvular cell contractility and activation [35], and Notch1 and cyclin D (CCND1) (Figure S4, score 19, 11 genes) which are involved in proliferation processes and thus logical players in CAVD pathogenesis [36].

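In Network #4, the synaptic genes RIMS2 and LRRTM4 were 3.85-fold and 3.36-fold higher in male leaflets (adjusted p = 0.00621 and 0.00990 from limma with the CV filter), and NDP, a ligand of frizzled receptors, rose by 1.41 on the log2 scale. The transcription factor SOX13 rose by 1.29. RIMS2, LRRTM4, NDP, ARHGEF3 and EIF2S3 are the 5 of its 13 focus genes that also passed over all probe sets. The EIF2S3 probe set was at 3.31 in females, while another EIF2S3 probe set had a log2 fold change of -0.46. RAC1 had a log2 fold change of 0.27 (adjusted p = 0.507 from limma over all probe sets) and RHOA one of 0.40 (adjusted p = 0.165 from limma), and neither passed. In Network #5, C2orf40 was 6.36-fold higher (standard error of the log2 fold change 0.33, adjusted p = 8.0e-04 from limma with the CV filter), and KLHL13 2.50-fold. The Y-linked histone demethylase UTY rose from the background of females, who lack it. C2orf40, UTY and DDX3Y are the 3 of its 11 focus genes that passed over all probe sets. NOTCH1 and CCND1 have no probe set of their own in the annotation.
NDP, SOX13 and KLHL13 were not called without male replicates 1 or 2 or female replicates 1, 2 or 3 (adjusted p up to 0.194 from limma).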

**Figure 5:**
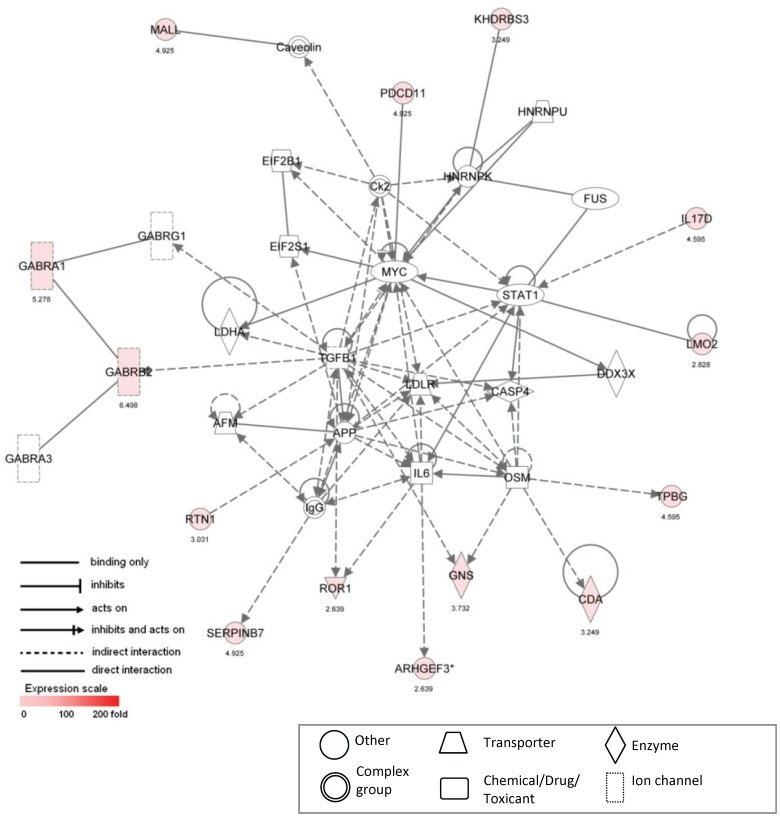
Ingenuity pathway analysis Network #3. Ingenuity pathway analysis was used to assemble a network based upon 14 differentially expressed focus genes that were upregulated in male VICs compared to female VICs. Corresponding fold change values are listed beneath each gene label. Focus gene names are defined in Table S1.

### In vitro Culture of Sex-separated VIC Populations

In order to evaluate whether the gene expression differences identified in male and female explanted leaflets translated into measurable differences in VIC function upon *in vitro* culture, a preliminary validation experiment focused upon quantification of proliferation and apoptosis in VIC cultures. As noted earlier, increased proliferation and apoptosis are both observed in diseased valves [15], [34]. After separating excised leaflets by sex and culturing the harvested VICs for 5 days *in vitro*, male VICs were found to have significantly higher levels of proliferation (Figure 6A, P<0.05) and apoptosis (Figure 6B, P<0.05) than female VICs.

**Figure 6:**
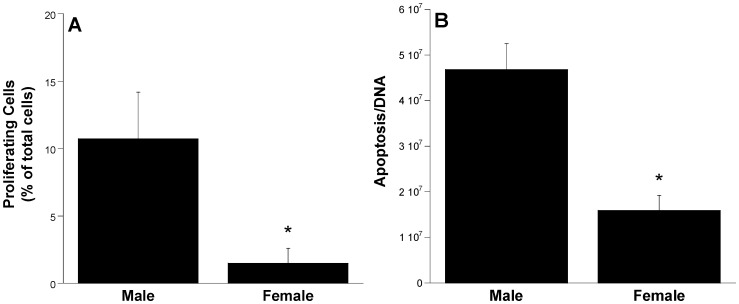
Translation of findings to *in vitro* VIC function. Male and female VICs were cultured for 5 days in serum-free media and evaluated for (A) proliferation, using the Click-iT EdU Alexa Fluor 488 Imaging Assay, and (B) apoptosis, using the Promega Caspase-Glo 3/7 Assay System. Values are means plus standard deviation, n = 4 per condition. *P<0.05 compared to male VICs.

## Discussion

While the pathogenesis of CAVD remains incompletely defined, there is evidence that it is a multifaceted process involving a combination of genetic and systemic factors that combine to initiate disease [18], [19]. A previous analysis of human diseased valve explants compared to healthy controls revealed many upregulated pathological pathways that separate CAVD from a non-diseased state on the cellular scale [17], [18], [22]. Because male sex remains a relatively unexplained, but significant, risk factor for CAVD, the present work investigated the existence of intrinsic, cellular-scale differences that may play a role in genetically predisposing male valves to CAVD. As noted in a subsequent section, this investigation primarily examined sex-related differences that are not likely to be due to differences in sex hormone profiles.

This study provides the first comparison of global expression profiles between healthy male and female VICs and reveals several findings that suggest many CAVD-related molecules and processes may be intrinsically active or primed to be activated in male VICs compared to female VICs. Interestingly, many of the same expression patterns and characteristics found in human CAVD explants were also identified in our dataset analysis of healthy male and female pigs. In particular, some of the pathways and processes that were previously identified as different between healthy and diseased human valves [22] include angiogenesis, lipid management and deposition, CNP, MAPK/ERK-1/2 pathways, and inflammation; these pathways and processes were also identified in the current work as being different between healthy male and female porcine valves, and are discussed in further detail below. Overall, this pathway analysis enabled the visualization of potentially important connections and interactions that may coordinate to regulate sex-dependent CAVD processes and provides a molecular framework from which to further study these phenomena.

Importantly, this work also finds that these differences in gene expression have significant functional consequences with respect to cell behavior. We chose to evaluate two basic, CAVD-relevant cell functions – proliferation and apoptosis – in a preliminary *in vitro* comparison between male and female VICs in culture. These findings not only illustrated the existence of significant differences in the behavior of male versus female VICs, but also confirmed microarray results that suggested greater expression of disease-related behaviors in male VIC populations. This result has direct implications for *in vitro* studies of CAVD, which are commonly performed using mixed-sex cell populations. The authors are not aware of any other studies that have cultured VICs following separation by sex.

### Angiogenesis

In valve leaflets, VICs can activate endothelial cells to produce VEGF by increasing expression of VEGF receptors [16]. Specifically, kinase insert domain receptor (*KDR*), also referred to as vascular endothelial growth factor receptor 2 (*VEGFR-2*), was identified in previous studies to be upregulated in human CAVD explants when compared to healthy control valves [22], [23]. In the present work, *KDR*, along with two other genes whose products are known to promote angiogenesis (*SFRP2* and *NRXN1*), were identified as being upregulated by over 5-fold in male samples compared to female samples (Figure 4 and Table S2). 

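KDR, a receptor of VEGF on endothelial cells, was 5.16-fold higher in male leaflets, at a log2 expression value of 9.12 ± 0.46 (SD, n = 3) against 6.76 ± 0.60 in females (log2 fold change 2.37, standard error 0.40, adjusted p = 0.00686 from limma with the CV filter). Its 2 other probe sets, at low levels of 4.24 to 4.54, had log2 fold changes of -0.19 and -0.13. SFRP2, a secreted modulator of WNT signaling, was 5.16-fold higher (standard error 0.65 on the log2 scale, adjusted p = 0.0499 from limma and 0.194 over all probe sets). Most endothelial markers that Table S2 does not hold also had a higher mean in males. This held for 22 of 25 such genes, with a median log2 fold change of 0.53 over all 25. None was called over all probe sets, and 3 rose when adjusted over the list alone. BMX (-0.97), ERG (-0.25) and LYVE1 (-0.19) had a lower mean in males. NOSTRIN, which traffics endothelial nitric oxide synthase, had a log2 fold change of 1.24 (adjusted p = 0.127 from limma over all probe sets). The adhesion molecule PECAM1 had one of 1.11 and von Willebrand factor VWF one of 0.38. VWF was at 11.33 in female replicate 2, against 9.27 and 9.41 in female replicates 1 and 3 and a male mean of 10.39.
SFRP2 was not called without male replicate 1 or female replicates 1 or 3 (adjusted p up to 0.118 from limma, 2.90-fold without male replicate 1 and 8.63-fold without male replicate 2). The call was also lost with the highest-CV 25% or 50% (0.0595 and 0.0770) and a robust prior (0.0728). Neither array weights (0.130, 2.32-fold) nor an unmoderated statistic (0.234) gave it. It held with the CV of unlogged values, an intensity trend, median-centred arrays, repeated quantile normalization and the replicate number as a block, which does not pair the samples. The markers outside Table S2 passed the camera test (adjusted p = 0.00255, and p = 0.355 before adjustment with an estimated correlation), while their mean was lower in male replicate 3 than in female replicate 2.

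**Figure D2:**
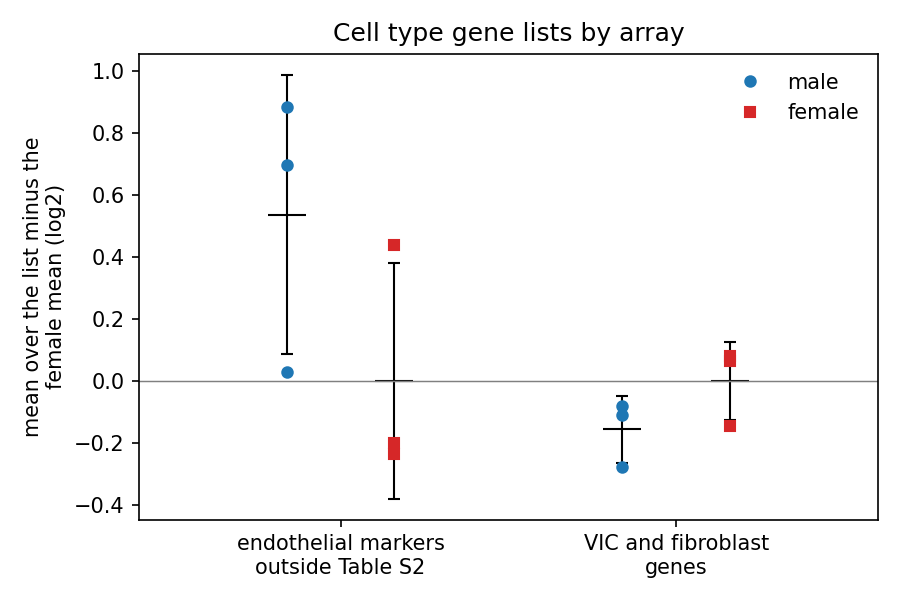
Mean over the endothelial markers outside Table S2 and over the genes of valve interstitial cells and fibroblasts on each of the 3 male (circles) and 3 female (squares) arrays, minus the mean of the female arrays (log2), with the mean and SD of each sex as bars. For the endothelial markers outside Table S2, male replicates 1 and 2 lie at 0.88 and 0.70, male replicate 3 at 0.03 and female replicate 2 at 0.44. The VIC and fibroblast genes lie between -0.28 and -0.08 in males and between -0.14 and 0.08 in females.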

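ANGPTL4 was 2.77-fold lower in male leaflets, at 6.71 ± 0.36 (SD, n = 3) against 8.17 ± 0.61 in females (log2 fold change -1.47, standard error 0.38, adjusted p = 0.0458 from limma with the CV filter). A second ANGPTL4 probe set had a log2 fold change of -1.17 (adjusted p = 0.151 from limma over all probe sets). VEGFA was at 10.89 ± 0.18 (SD, n = 3) in males and 10.06 ± 0.74 in females, a log2 fold change of 0.84 that did not pass (standard error 0.34, adjusted p = 0.283 from limma over all probe sets). Its next brightest probe set had a log2 fold change of 0.10, and VEGFB, a related factor, had one of -0.09. ANGPTL4 was not called without male replicates 1, 2 or 3 or female replicates 1 or 2 (adjusted p up to 0.112 from limma).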

Increased angiogenesis potential in male valves is further supported by the identification of *VEGF* in Network #1 (Table 2 and Figure 3), and the distinct downregulation of the angiogenesis modulator angiopoietin-related protein 4 (*ANGPTL4*) in male samples compared to female samples (Figure 1) [37]. These findings suggest that factors associated with initiating angiogenesis in CAVD may be more prominent in healthy male samples when compared to female samples.

### Lipid Deposition

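APOE, an apolipoprotein of lipid transport, had a log2 expression value of 13.16 ± 0.16 (SD, n = 3) in males and 11.15 ± 0.63 in females. It was 4.02-fold higher in males (log2 fold change 2.01, standard error 0.37, adjusted p = 0.0113 from limma with the CV filter and 0.0542 over all probe sets). A second APOE probe set, at 6.97 in females, had a log2 fold change of -0.10. Of 25 measured genes of lipid handling, 17 had a higher mean in males (median log2 fold change 0.20). APOE rose with the CV filter, none was called over all probe sets, and 2 rose and 1 fell when adjusted over the list alone. The sterol hydroxylase CYP27A1 fell by 1.34 at the probe set of Table S2 (adjusted p = 0.0483 from limma with the CV filter), but not without male replicates 1 or 2 or female replicates 1, 2 or 3 (up to 0.194). Its brightest probe set, which the list holds, had a log2 fold change of -1.11 (adjusted p = 0.0751 from limma over all probe sets), the cholesterol transporter ABCA1 one of 0.46 and the lipoprotein receptor VLDLR one of -0.87. The list did not pass the camera test (adjusted p = 0.157), but did without male replicate 3 (adjusted p = 0.0353).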

In the significant genes list presented in this study (Table S2) *APOE,* a key player in blood cholesterol management, was upregulated by 2-fold in healthy male samples compared to female samples (Figure 1). Our findings suggest that male valves have a higher baseline *APOE* expression level that may assist in the initiation of inflammation cascade events, including MMP and TGF-β1 expression [2], [19]. These results are again consistent with observations of healthy vs. diseased human valves, where APOE expression is upregulated in diseased valve leaflets [2], [22]. Additionally, the LDL receptor (*LDLR*) gene was identified in Networks #3 and #5 as being a molecule involved in pathways overrepresented in the male VIC population (Table 2). This finding may signify heightened involvement of LDL/LDLR signaling within male valves versus female valves, indicating that healthy male VICs may be more active in lipid management and deposition when compared to female VICs.

### Mitogen-activated Protein Kinase Pathway

As discussed earlier, ERK phosphorylation is significantly increased in diseased human valves and calcifying porcine VIC cultures when compared against healthy valves and cultures [24], [25], and inhibition of ERK is sufficient to inhibit numerous disease-related behaviors in porcine VIC cultures [25]. Thus, it is interesting to find that a gene network centered around MAPK/ERK was found to be overrepresented in male VICs compared to female VICs (Network #2, Table 2, Figure 4). This finding may indicate an increased propensity for MAPK/ERK activation within male VICs, which may compound with other disease-inducing factors revealed in this study to produce an overall increased susceptibility in male VICs to becoming activated to diseased phenotypes and participating in calcification.

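All 12 measured genes of the MAPK/ERK pathway and its targets had a higher mean in male than in female leaflets, with a median log2 fold change of 0.25, but none passed the test with the CV filter, over all probe sets or adjusted over the list alone. The ERK targets EGR1 and DUSP6, a transcription factor and a phosphatase that limits ERK, both had a log2 fold change of 0.68 (adjusted p = 0.285 and 0.332 from limma over all probe sets). The kinase MAP2K2 had one of 0.24 and the ERK target ETV5 one of 0.12. The list did not pass the camera test (adjusted p = 0.0808), but did without female replicate 1 (adjusted p = 0.00919) and with the replicate number as a block (0.0484). The replicate numbers do not pair the samples, so that block is an arbitrary grouping.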

### Inflammation

Several interleukins and pro-inflammatory cytokines that are related to overrepresented genes in male versus female VICs were identified in this study (Table 2). These include interleukins -1, -6, and -17D, and TGF-β1 (Network #3, Table 2, and Figure 5). 

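IL17D was 4.72-fold higher in male leaflets, at a log2 expression value of 9.31 ± 0.36 (SD, n = 3) against 7.07 ± 0.39 in females (log2 fold change 2.24, standard error 0.35, adjusted p = 0.00465 from limma with the CV filter and 0.0209 over all probe sets). IL1A, IL1B and IL6 were not called. IL1A had log2 fold changes of 0.98 (adjusted p = 0.0443 from limma over all probe sets, under 2-fold) and 0.87 (adjusted p = 0.0956 from limma) at its 2 probe sets. IL1B had a log2 fold change of 0.75 (adjusted p = 0.332 from limma over all probe sets). IL6 varied widely among females, at 8.91 ± 2.24 (SD, n = 3), and its log2 fold change of 0.74 (standard error 1.03, adjusted p = 0.768 from limma over all probe sets) was smaller than that spread. Female replicate 2 was at 11.50, and female replicates 1 and 3 were at 7.67 and 7.57. Male replicates 1, 2 and 3 were at 10.00, 10.24 and 8.72. Over all probe sets, IL17D was not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.0886 from limma).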

Diseased leaflets are known to contain increased levels of both IL-1 and TGF-β1, and studies have found that IL-1-receptor antagonist-mediated mechanisms of anti-inflammation are dysfunctional in diseased valves [15], [38]. As an inflammatory cytokine, TGF-β1 is normally released in response to injury as part of the inflammatory cascade, and is a major inducer of the calcification and differentiation of VICs into myofibroblast-like cells [13], [15]. TGF-β1 is also associated with increased ECM production and remodeling and induces proliferation of VICs at locations of injury [13], [39]. Thus, these inflammation gene expression findings are again consistent with male sex being associated with increased expression of CAVD-related genes. In combination with increased molecular activity involving pro-inflammatory cytokines IL-17D and IL-6, it is possible that the genes significantly expressed in male VICs compared to female VICs may render the male valves more prone to involvement in interleukin-mediated inflammatory processes and disease-inducing inflammation. Such differences in inflammation can also significantly influence other cellular processes such as proliferation, migration, and recruitment of additional inflammatory cells [16], all basic functions that are known to be upregulated in diseased valves compared to non-calcified valves [22].

### Limitations

Sex-related disparities in the incidence and progression of CAVD are likely due to a complex, intertwined network of factors, with cellular scale differences comprising only one part of this picture. The results presented here indicate that many gene expression pathways that correlate with known pathological mechanisms in CAVD are overrepresented in healthy male versus female aortic valve leaflets. Because the samples used in this study were taken from healthy valves, it can be hypothesized that the clinical risk factor of male sex may originate from an increased genetic propensity to developing CAVD on the cellular scale. More studies are warranted to better understand the importance of these basal gene expression differences, but it appears that the pathogenesis of the disease may not be identical between males and females. Although confirmation in human valves will be needed to fully realize the clinical implications of this work, our findings do motivate an immediate and significant change in the manner in which *in vitro* VIC studies are executed. Specifically, our results strongly support the use of sex-separated VIC cultures for *in vitro* research in valve biology and CAVD, representing a significant shift of the standard techniques employed in this field.

This work does use tissues from castrated male pigs, as all male pigs obtained from U.S. slaughterhouses are routinely castrated at a young age to preserve meat quality, thus creating a limitation of this work with respect to fully describing the human condition. However, while the hormonal profile of a castrated male does not resemble that of male humans, the use of castrated pigs actually has several positive consequences as well. First, the use of castrated pigs makes this work directly applicable to all researchers currently using porcine tissues for their *in vivo* or *in vitro* research, as all male pigs used by these researchers thus far have been castrated. As noted above, one of the major implications of this work is that we recommend ceasing the standard practice of using mixed-sex VIC cultures; it is the fact that we are using the same type of animals as other VIC researchers that enables us to make this recommendation. Unpublished work from our lab has also found that VICs do not appear to be directly responsive to sex hormones, or express common sex hormone receptors. Lastly, and quite importantly, use of castrated males actually provides us with a unique opportunity to separate out the intrinsic differences in VIC behavior from the sex hormone-induced differences, as castrated males are similar to females in hormone profiles at the time of slaughter. Our data suggest the existence of sex-related CAVD differences that are unlikely to be directly tied to sex hormone profiles, a result which is quite intriguing, and likely to be highly useful in the eventual interpretation of human valve gene data.

Finally, as noted above, confirmation of these differences, as well as investigation of sex hormone-related phenomena in human samples, will be needed to verify cellular-scale sex-related differences in human CAVD. The consistency of our findings with existing analyses of diseased human valves, however, is suggestive of the porcine model serving as an appropriate representative of human valve biology. Moreover, if these porcine findings are not borne out by an analysis of human valves, then the field may be facing a much more significant problem, as pigs are the most common source of cells used to perform CAVD research.

## Materials and Methods

All chemicals were obtained from Sigma-Aldrich, St. Louis, MO unless otherwise noted.

### Ethics Statement

All tissues used in this study were acquired post-mortem from a commercial slaughterhouse, and were therefore not subject to institutional animal protocol approval. The slaughterhouse follows USDA and Humane Slaughter Act guidelines for care and slaughter of the swine.

### RNA Isolation

Aortic valve leaflets were surgically removed using sterile techniques from hearts obtained from 5 month old female and castrated male pigs (Hoesly’s Meats, New Glarus, WI) weighing approximately 90 kg, and the endothelial cells were manually denuded with a scalpel (Figure S1 and methods). After homogenization of the leaflets, total RNA was isolated using the RNeasy fibrous tissue spin-column kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions.

### Microarray Hybridization

RNA samples from three male and three female pigs were selected for microarray hybridization analysis based on sample purity and quality control analysis. Affymetrix GeneChip Porcine Genome Arrays (Affymetrix, Santa Clara, CA) containing 23,937 probesets that interrogate 23,256 transcripts from 20,201 *Sus scrofa* genes were selected for use in this study. The arrays were processed at the University of Wisconsin-Madison Gene Expression Center (Madison, WI) following all appropriate manufacturer’s instructions. Post-processing of the Porcine GeneChips was performed on the AFX 450 Fluidics Station according to all AFX protocols and procedures defined for the porcine array and scanned on a GC3000 G7 scanner. Data were extracted from images using the AFX Expression Console v1.1 software.

### Microarray Data Analysis

The microarray data were processed using the open source statistical language R v2.12.0 and the libraries included in the Bioconductor Project [40]. Raw expression values from *.CEL files were background-corrected and normalized using the Robust Multi-array Analysis (RMA) method [41], and filtered based on the CV (standard deviation divided by the mean). The mean expression of each probe set in the male samples was then compared with that of the female samples. The differential gene expression between male and female samples was determined and a significant genes list was generated using the Empirical Bayes *t*-test statistic from the *limma* package [42], where the significance threshold was set to a false discovery rate (FDR) of 0.05 and a minimum fold change of 2. Gene ontology (GO) enrichment analysis was performed on the significant genes list using the GOstats package [43]. The significant genes list was annotated using the chip annotations provided by both Affymetrix (NetAffx) and Tsai et al. [44]. The data discussed in this publication comply with MIAME standards and have been deposited in NCBI’s Gene Expression Omnibus, accessible through GEO Series accession number GSE33654 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33654).

Extended pathway analysis was performed on the significant genes list using Ingenuity Pathway Analysis (IPA) Software v9.0 and services (Ingenuity Systems, Redwood City, CA). The significant genes list was divided into genes upregulated in either male or female samples and functional analysis was performed on each list in IPA. A p value was calculated for each gene group mapped to certain functions using the Fisher’s exact right-tailed test to determine the probability that the association between the genes and each biological function was not explained by chance alone. In addition, significant genes from the dataset that met filter criteria and had at least one published instance linking it to one other molecule in the Ingenuity Knowledge Base were named focus genes to form a global molecular network. Other genes that were not from the dataset but were necessary for network formation were identified by IPA and supplemented based on their connectivity as defined by literature references. Networks were graphically depicted for visualization of gene relationships.

### Validation of Microarray Via qRT-PCR

The differential expression of a group of genes identified by microarray analysis was validated by quantitative real-time quantitative polymerase chain reaction (qRT-PCR) using the same six animal samples used in the microarray, and with an additional 8 samples per sex (total of n = 11 for each sex) to test for consistency in a larger animal pool. Genes that were selected for validation appeared prominently in several biological processes within the larger process categories. The corresponding GO Pathways for each gene were selected according to what is believed to be the major role of the gene in the dataset. RNA was reversed transcribed using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Carlsbad, CA). qRT-PCR amplification was performed using TaqMan Gene Expression Assays (Applied Biosystems). Target genes were normalized to GAPDH, and Ct values were analyzed using the comparative ΔΔCt method relative to female samples [45]. Statistical analysis of qRT-PCR data was performed using one-way analysis of variance (ANOVA) with Tukey’s HSD post-test. P-values less than or equal to 0.05 were considered statistically significant.

### In vitro Culture and Analysis of Sex-separated VIC Populations

VICs were isolated from female and male porcine aortic valves within 5 hours of death using the collagenase digestion protocol described previously [46]. Passage 2 VICs were seeded in 24-well tissue culture polystyrene (TCPS) plates at a density of 50,000 cells/cm^2^ and refed every 48 hours. Male and female VIC populations were verified using Taqman-based polymerase chain reaction (PCR) for the *SRY* gene present on Y-chromosomes following methods described in an earlier section.

Proliferation was quantified using the Click-iT EdU Alexa Fluor 488 Imaging Assay (Invitrogen, Carlsbad, CA) and normalized to 4′,6-diamidino-2-phenylindole (DAPI) fluorescence. Briefly, cells were seeded in media supplemented with 1% charcoal/dextran treated FBS and then refed thereafter in serum-free medium. The EdU incubation and Click-iT reaction were carried out according to manufacturer instructions. Positively-stained (proliferating) cells were counted using ImageJ software (NIH) with fluorescent microscope images (Olympus IX51, Olympus, Center Valley, PA) and normalized to the number of total cells indicated by DAPI fluorescence.

Apoptosis was quantified on day 5 of culture using the Caspase-Glo 3/7 Assay System (Promega, Madison, WI) per manufacturer’s instructions and normalized to DNA measured using the PicoGreen dsDNA assay (Invitrogen, Carlsbad, CA) in each culture well.

An expanded Methods section is available in Data Supplement Text S1.

## Supporting Information

Figure S1 **Verification of valvular endothelial denuding method via immunohistochemical detection of von Willebrand factor, a marker for endothelial cells.** (A) Native leaflet section without endothelial cell denuding, (B) Leaflet section after endothelial cell scalpel denuding. Von Willebrand factor (green), DAPI (blue), 4× magnification, scale bar  = 100 µm.
(TIF) Click here for additional data file.

Figure S2 **Additional** **qRT-PCR validation of microarray data.** Data are displayed as mean log2(fold-change) in gene expression in male versus female samples for microarray results and for RT-PCR of additional animal samples (N = 11 per sex). Gene abbreviations: aggrecan (*ACAN*), dipeptidyl-peptidase 4 (*DPP4*), stanniocalcin 1 precursor (*STC1*), natriuretic peptide precursor C (*NPPC*), kinase insert domain receptor (*KDR*), angiopoietin-like 4 (*ANGPTL4*), apolipoprotein E (*APOE*), calcitonin receptor-like (*CALCRL*), and insulin-like growth factor binding protein 5 (*IGFBP5*). *P<0.05 compared to female VIC RT-PCR results, ^#^P<0.05 compared to female VIC microarray results.
(TIF) Click here for additional data file.

Figure S3 **Ingenuity pathway analysis Network #4.** Ingenuity pathway analysis was used to assemble a network based upon 13 differentially expressed focus genes and gene products that were upregulated in male VICs compared to female VICs. IPA categorizes the main functions of this network as cellular movement, cell signaling, and molecular transport. Corresponding fold change values are listed beneath each label.
(TIF) Click here for additional data file.

Figure S4 **Ingenuity pathway analysis Network #5.** Ingenuity pathway analysis was used to assemble a network based upon 11 differentially expressed focus genes and gene products that were upregulated in male VICs compared to female VICs. IPA categorizes the main functions of this network as cellular assembly and organization, tissue development, and cell cycle. Corresponding fold change values are listed beneath each gene label.
(TIF) Click here for additional data file.

Table S1 **Summary of (standard) gene abbreviations used within the manuscript.**
(DOC) Click here for additional data file.

Table S2 **Microarray genes found to be significantly different in male versus female samples.** LogFC refers to the log2-based fold change between the sexes. t is the moderated t-statistic from the empirical Bayes methods. P value is the raw p value and the adj. P value is the p value adjusted for multiple comparisons using the Benjamini and Hochberg’s false discovery rate. B is log-odds that the gene is differentially expressed.
(DOC) Click here for additional data file.

Table S3 **Significant biological processes determined by GO enrichment analysis.** Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.
(DOC) Click here for additional data file.

Table S4 **Summary of significant biological processes determined by GO enrichment analysis, categorized according to disease-related pathway grouping.** Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.
(DOC) Click here for additional data file.

Data Supplement Text S1 **Expanded description of Materials and Methods.**
(DOC) Click here for additional data file.

# Supplementary material for: Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells
**Source:** PLoS One. 2012 Jul 10;7(7):e39980. doi: 10.1371/journal.pone.0039980
**Supplement:** Table S1 — Summary of (standard) gene abbreviations used within the manuscript.

**Table S1.** Summary of (standard) gene abbreviations used within the manuscript.

# Supplementary material for: Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells
**Source:** PLoS One. 2012 Jul 10;7(7):e39980. doi: 10.1371/journal.pone.0039980
**Supplement:** Table S2 — Microarray genes found to be significantly different in male versus female samples. LogFC refers to the log2-based fold change between the sexes. t is the moderated t-statistic from the empirical Bayes methods. P value is the raw p value and the adj. P value is the p value adjusted for multiple comparisons using the Benjamini and Hochberg’s false discovery rate. B is log-odds that the gene is differentially expressed.

**Table S2**. Microarray genes found to be significantly different in male versus female samples. LogFC refers to the log2-based fold change between the sexes. t is the moderated t-statistic from the empirical Bayes methods. P value is the raw p value and the adj. P value is the p value adjusted for multiple comparisons using the Benjamini and Hochberg’s false discovery rate. B is log-odds that the gene is differentially expressed.

# Supplementary material for: Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells
**Source:** PLoS One. 2012 Jul 10;7(7):e39980. doi: 10.1371/journal.pone.0039980
**Supplement:** Table S3 — Significant biological processes determined by GO enrichment analysis. Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.

**Table S3**. Significant biological processes determined by GO enrichment analysis. Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.

# Supplementary material for: Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells
**Source:** PLoS One. 2012 Jul 10;7(7):e39980. doi: 10.1371/journal.pone.0039980
**Supplement:** Table S4 — Summary of significant biological processes determined by GO enrichment analysis, categorized according to disease-related pathway grouping. Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.

**Table S4**. Summary of significant biological processes determined by GO enrichment analysis, categorized according to disease-related pathway grouping. Expected count (Exp Count) refers to the number of differentially expressed genes that are predicted within the GO term tested, Count refers to the number of differentially expressed genes that were found within the GO term tested, and Size refers to the number of genes in the microarray that are listed within the GO term tested.

# Supplementary material for: Sex-Related Differences in Gene Expression by Porcine Aortic Valvular Interstitial Cells
**Source:** PLoS One. 2012 Jul 10;7(7):e39980. doi: 10.1371/journal.pone.0039980
**Supplement:** Data Supplement Text S1 — Expanded description of Materials and Methods.

**SUPPLEMENTAL MATERIAL**

|  |  |
| --- | --- |

**METHODS**

All chemicals were obtained from Sigma-Aldrich, St. Louis, MO unless otherwise noted.

**RNA isolation**

Aortic valve leaflets were surgically removed using sterile techniques from hearts obtained from 5 month old female and castrated male pigs (Hoesly’s Meats, New Glarus, WI) weighing approximately 90 kg, and the endothelial cells were manually denuded with a scalpel. The leaflets were then rinsed twice in basal Medium 199 solution supplemented with 200 U/ml penicillin and 200 g/ml streptomycin and stored in RNAlater until processing. The leaflets were then homogenized using sterile stainless steel beads and a BulletBlender tube agitator (Next Advance, Averill Park, NY) for 5 minutes following manufacturer’s instructions. RNA was isolated from the tissue using the RNeasy fibrous tissue spin-column kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. Briefly, the homogenized sample was incubated with proteinase K, combined with 100% ethanol, and the supernatant was added to the spin column system. The RNA bound to the column was washed and treated with DNAse I included in the kit to remove any genomic DNA contamination. Final RNA was eluted into RNAse-free water.

Successful endothelial denudation of leaflets was confirmed on a parallel set of samples via immunohistochemical detection of von Willebrand factor (vWf) using standard techniques. Briefly, leaflets were fixed in 10% buffered formalin, embedded in tissue freezing medium, cryosectioned into 7 m slices, then washed and blocked with 5% bovine serum albumin (BSA) in PBS prior to overnight incubation with anti-vWf (rabbit polyclonal, 8 g/ml, Abcam, Cambridge, MA) diluted in 1% BSA in PBS at 4C. Goat anti-rabbit AlexaFluor 488 (Invitrogen, 2 g/mL) was applied for 1 hour at room temperature and counterstaining with DAPI (20 g/mL). Fluorescence images were captured of each section using an Olympus IX51 fluorescence microscope (Olympus, Center Valley, PA).

**Microarray hybridization**

RNA samples from three male and three female pigs were selected for microarray hybridization analysis based on sample purity and quality control analysis. RNA sample integrity was determined by the identification of 28S and 18S bands of ribosomal RNA on agarose gel electrophoresis. Affymetrix GeneChip Porcine Genome Arrays (Affymetrix, Santa Clara, CA) containing 23,937 probesets that interrogate 23,256 transcripts from 20,201 *S. scrofa* genes were selected for use in this study. The samples were labeled, and the arrays were processed at the University of Wisconsin-Madison Gene Expression Center (Madison, WI) following all appropriate manufacturer’s instructions. Briefly, 400 ng of total RNA was labeled using the Ambion MessageAmp™ Premier IVT kit (Ambion, Austin, TX). An 8 hour IVT was carried out at 40°C, followed by fragmentation of the aRNA. One microgram of the fragmented and unfragmented aRNA was run on a 2% agarose gel to verify the product sizes. A hybridization cocktail was prepared according to protocols and procedures in the AFX Expression Analysis Technical Manual (P/N 702232 Rev.3) with specific protocols for using the GeneChip Hybridization, Wash, and Stain kit (Affymetrix). Ten micrograms of aRNA was applied to each AFX Porcine array. The arrays were hybridized for 16 hours at 45°C in an AFX Hybridization Oven 640. Post processing of the Porcine GeneChips was performed on the AFX 450 Fluidics Station according to all AFX protocols and procedures defined for the porcine array and scanned on a GC3000 G7 scanner. Data were extracted from images using the AFX Expression Console v1.1 software.

**Microarray data analysis**

The microarray data were processed using the open source statistical language R v2.12.0 and the libraries included in the Bioconductor Project [1](#_ENREF_11). The *affy* and *simpleaffy* packages [2](#_ENREF_12) from the Bioconductor project were used to assess the quality of RNA sample and hybridization. Raw expression values from *.CEL files were background-corrected and normalized using the Robust Multi-array Analysis (RMA) method [3](#_ENREF_13), and filtered based on the coefficient of variance (standard deviation divided by the mean) to exclude gene expression values that did not have sufficient similarity across the biological replicates. The mean expression of each probe set in the male samples was then compared with that of the female samples. The differential gene expression between male and female samples was determined and a significant genes list was generated using the Empirical Bayes *t*-test statistic from the *limma* package [4](#_ENREF_14), where the significance threshold was set to a false discovery rate (FDR) of 0.05 and a minimum fold change of 2. Gene ontology (GO) enrichment analysis was performed on the significant genes list using the GOstats package [5](#_ENREF_15). The significant genes list was annotated using the chip annotations provided by both Affymetrix (NetAffx) and Tsai et al.[6](#_ENREF_16). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE33654 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33654).

Extended pathway analysis was performed on the significant genes list using Ingenuity Pathway Analysis (IPA) Software v9.0 and services (Ingenuity Systems, Redwood City, CA). The significant genes list was divided into genes upregulated in either male or female samples and functional analysis was performed on each list in IPA using default parameters to identify biological functions and/or diseases that were enriched most significantly different between males and females. A p value was calculated for each gene group mapped to certain functions using the Fisher’s exact right-tailed test to determine the probability that the association between the genes and each biological function was not explained by chance alone. In addition, significant genes from the dataset that met filter criteria and had at least one published piece of evidence linking it to one other molecule in the Ingenuity Knowledge Base were named focus genes to form a global molecular network. Other genes that were not from the dataset but were indispensable to the networks were supplemented based on their connectivity as defined by literature references. The IPA program computed a p-value-based score for each network according to the fit of the network to the set of composing genes. Networks were graphically depicted for visualization of gene relationships.

**Validation of microarray via qRT-PCR**

The differential expression of a group of genes identified by microarray analysis was validated by quantitative real-time quantitative polymerase chain reaction (qRT-PCR) using the same six animal samples used in the microarray. RNA was reversed transcribed using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Carlsbad, CA). The reaction included 20 L reverse transcription mixture containing: 2 l 10x Buffer, 1 l RNase inhibitor, 4 mM dNTPs, 1 L random primers , 50 units of MultiScribe Reverse Transcriptase and 250 ng of RNA. Each sample was incubated for 10 minutes at 25ºC, then 120 minutes at 37ºC and finally 85ºC for 5 minutes. Samples were stored at 4ºC until further processing.

qRT-PCR amplification was performed using TaqMan Gene Expression Assays (Applied Biosystems). Each reaction consisted of 10 L TaqMan master mix, 7 L nuclease-free water, 1 L gene-specific assay and 2 L of sample cDNA. After initial 50ºC incubation for 2 minutes and 95ºC incubation for 10 minutes, the amplification cycles were 15 seconds at 95ºC and 1 minute at 60ºC. The cycle amplification was repeated for 40 cycles on a StepOnePlus real-time PCR thermocycler (Applied Biosystems). Target genes were normalized to GAPDH, and Ct values were analyzed using the comparative ΔΔCt method relative to female samples [7](#_ENREF_17).Statistical analysis of qRT-PCR data was performed using one-way analysis of variance (ANOVA) with Tukey’s HSD post-test. P-values less than or equal to 0.05 were considered statistically significant.

**In vitro culture and analysis of sex-separated VIC populations**

VICs were isolated from female and castrated male porcine aortic valves (Hoesly’s Meats, New Glarus, WI) within 5 hours of death using the collagenase digestion protocol described previously 8. Following enzyme treatment, the VICs were removed from the supernatant and suspended in growth medium (Medium 199, 15% fetal bovine serum (FBS)) supplemented with 2 mmol/L L-glutamine, 100 U/mL penicillin, and 100 g/mL streptomycin at 37C, 5% CO2 and cultured for 2 passages on tissue culture-treated polystyrene (TCPS) plates. Following trypsinization, passage 2 VICs were seeded on 24-well TCPS plates at a density of 50,000 cells/cm2 in Medium 199 supplemented with 1% charcoal/dextran treated FBS (Thermo Fisher Scientific, Waltham, MA), 100 U/mL penicillin, 100 ug/mL streptomycin and 2 mM L-glutamine and refed every 48 hours with serum-free Medium 199 supplemented with the same concentration of penicillin/streptomycin for the duration of the experiments. Male and female VIC populations were verified using Taqman-based polymerase chain reaction (PCR) for the SRY gene present on the Y-chromosome following methods described in an earlier section.

Proliferation was quantified using the Click-iT EdU Alexa Fluor 488 Imaging Assay (Invitrogen, Carlsbad, CA) and normalized to 4',6-diamidino-2-phenylindole (DAPI) fluorescence. Briefly, cells were seeded in media supplemented with 1% charcoal/dextran treated FBS and then refed on day 1 without serum. VICs were refed 24 hours later and cultured for 24 hours before beginning the Click-iT EdU assay. Following manufacturer’s instructions, EdU was added to the culture media to achieve a final concentration of 10 M and the Click-iT reaction cocktail was added 18 hours after the addition of EdU. After 25 minutes incubation at room temperature, wells were washed with blocking buffer and the antibody reaction solution was added for a 30-minute incubation. Fluorescent proliferating cells were counted using ImageJ software (NIH) with fluorescent microscope images (Olympus IX51, Olympus, Center Valley, PA) and normalized to the number of total cells indicated by DAPI fluorescence.

Apoptosis was quantified on day 5 of culture using the Caspase-Glo 3/7 Assay System (Promega, Madison, WI) per manufacturer’s instructions and normalized to DNA measured using the PicoGreen dsDNA assay (Invitrogen) in each culture well. Briefly, the Caspase-Glo buffer was added to the kit substrate and equal volume of this reagent was then added to each well of a white 96-well TCPS plate containing VICs. After 2.5 hours incubation at room temperature, luminescence was quantified on a Veritas microplate luminometer (Promega, Madison, WI) and normalized to DNA measured with PicoGreen according to manufacturer’s instructions.

**REFERENCES**

1. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, Hornik K, Hothorn T, Huber W, Iacus S, Irizarry R, Leisch F, Li C, Maechler M, Rossini AJ, Sawitzki G, Smith C, Smyth G, Tierney L, Yang JY, Zhang J. Bioconductor: Open software development for computational biology and bioinformatics. *Genome Biol*. 2004;5:R80

2. Wilson CL, Miller CJ. Simpleaffy: A bioconductor package for affymetrix quality control and data analysis. *Bioinformatics*. 2005;21:3683-3685

3. Shakya K, Ruskin HJ, Kerr G, Crane M, Becker J. Comparison of microarray preprocessing methods. *Adv. Exp. Med. Biol.*;680:139-147

4. Smyth GK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol*. 2004;3:Article3

5. Falcon S, Gentleman R. Using gostats to test gene lists for GO term association. *Bioinformatics*. 2007;23:257-258

6. Shengdar Tsai JPC, Bradley A. Feking, Daniel J. Nonneman, Gary A. Rohrer, Jorge A. Piedrahita. Annotation of affymetrix porcine genome microarray chip. *Anim. Genet.* 2006;37:423-424

7. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-delta delta C(t)) method. *Methods*. 2001;25:402-408

8. Johnson CM, Hanson MN, Helgeson SC. Porcine cardiac valvular subendothelial cells in culture: Cell isolation and growth characteristics. *J. Mol. Cell. Cardiol.* 1987;19:1185-1193

How the deposited data were processed for this re-analysis (not part of the article)

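Total RNA of scraped aortic valve leaflets from 3 female and 3 castrated male pigs had been labelled (400 ng per sample) and hybridized to 6 Affymetrix Porcine Genome Arrays. The deposited values read here are log2 values that the authors made with RMA in R 2.12.0. Raw intensities were not used, so the background correction and normalization were not repeated. All values used here are these log2 values, with no further normalization. The number of arrays limits the precision.

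Male and female arrays were compared with limma 3.58.1 and statmod 1.5.0 in R 4.3.3 (lmFit and eBayes, male minus female, no covariate), and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper names RMA, a filter on the coefficient of variation (SD divided by the mean), limma, a false discovery rate of 0.05 and a minimum of 2-fold, and its text does not name the share of probe sets that the filter keeps. Text S1 describes the filter in terms of values similar between replicates, while the pairs of raw and adjusted P values in Table S2 match an adjustment over 10% of the array. The 10% of the 24123 probe sets with the highest CV over all 6 log2 values were therefore kept. This is called the CV filter, and 5 of the 2412 probe sets it keeps are controls. The second comparison, over all probe sets, used the 23999 probe sets other than controls. In both, a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The same limits were used when p values were adjusted over a list alone, so members under 2-fold were not counted there. These choices, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, but after Table S2 had been read.

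Named genes are every gene that the paper names for the arrays and that has a probe set, the 10 probe sets with the largest rise and the 10 with the largest fall among those called with the CV filter and without overlap of the sexes (1 per gene), the called members of each gene list, and the 4 endothelial markers outside Table S2 with the smallest p. Outside the lists, a gene with several probe sets is represented by the one in Table S2, otherwise by the one with the highest mean, and other probe sets are named where they go the other way. Table S2 names its 183 probe sets with 163 distinct symbols, 2 have no symbol, and the annotation of the array names 68 of them, 10 with another symbol. That annotation lists 10267 probe sets, 10069 with 1 gene and 198 with several, for 6765 genes.

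The plan matched gene lists to the annotation of the array or to Table S2. The lists were instead matched to the annotation alone, a departure from the plan made before any list was tested, since Table S2 names only probe sets that were called and would favor them. The planned matching was run later, after the results of the lists were seen, and the closing section gives what it changes. Of 741 listed genes 426 were measured. The 27 lists with at least 5 measured genes were tested with limma's camera in the comparison over all probe sets, with the preset correlation of 0.01 and 1 probe set per gene (the one with the highest mean), and with an estimated correlation and fry beside it. For CAV1, CD93, CDH11, COL2A1, CYP27A1, EZH2, ITGA6, KDR, PLN and RGS5 this is not a probe set of Table S2, so counts of called list members leave out their calls with the CV filter. They cover genes of bone and calcification, cell cycle, apoptosis, angiogenesis, lipid handling, MAPK/ERK, inflammation, interferon response, TGF-β, matrix remodeling, adhesion and migration, immediate early and heat shock response, hypoxia and glycolysis, natriuretic peptides and cGMP, sex hormone receptors with steroid enzymes and corticoid receptors, MHC and X-linked genes that escape inactivation. The cell type lists were endothelial, valve interstitial and fibroblast, smooth muscle, pericyte, cardiomyocyte, macrophage, lymphocyte, adipocyte, nerve and melanocyte, and cartilage. The endothelial markers outside Table S2 were tested as a further list, and p values were adjusted over these lists together. Lists of erythroid, mast cell and Y-linked genes had 4, 3 and 2 measured genes and were not tested.

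Both comparisons were tested on simulated data, 20 simulations of 23999 probe sets with 200 changed. With the CV filter, 91.6% of changes of 1.5 and 99.6% of changes of 3 on the log2 scale were called, and 4.35% of calls were false. The comparison over all probe sets called 84.9% and 97.5%, and 1.62% of calls were false. Simulations without change gave 0 calls, and a list of 25 genes shifted by 0.5 passed with 0 other lists. They give no result for lists at the correlations estimated on the arrays, such as 0.55 for the endothelial and 0.54 for the interferon response list. False passes of lists at the preset correlation therefore cannot be judged from them.

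The alternatives were other scales, shares and readings of the CV filter, no minimum fold, an intensity trend and a robust prior in eBayes, an unmoderated statistic, array weights, median-centred arrays, repeated quantile normalization, dim probe sets left out, the replicate number as a block, and each array left out in turn. For the lists, alternatives were an estimated correlation, fry and the probe set with the largest variance per gene. The replicate numbers do not pair the samples, since the deviations of arrays with the same number from the means of their sex correlated at -0.10, 0.01 and 0.27. The GO and IPA enrichment of the paper was not repeated, since neither the term annotation nor the IPA knowledge base was at hand, and the qRT-PCR, culture and additional animals have no deposited values. Some genes that the paper names are not reported here.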

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

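The test of probe sets named for X-linked genes was chosen, and the matching with the names of Table S2 was run, only after the results were seen, and the other tests in this part were set before.

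Endothelial markers that Table S2 does not hold (25 genes, 5 of them in another list too) shifted up in male leaflets in the camera test, but not with an estimated correlation (adjusted p = 0.710), none was called over all probe sets, and their mean in male replicate 3 (0.03 above that of females) lay under that in female replicate 2 (0.44). Endothelial cells left after scraping are a candidate source, since the median log2 fold change was 0.53, and the abundant AQP1 and PECAM1 were at log2 expression values of 13.65 and 13.20 in males and 13.18 and 12.09 in females, although the paper reports that von Willebrand factor staining of a parallel set of leaflets showed the endothelium removed. The arrays split into 3 and 3 in 10 ways, too few for a share under 0.05. Of these, 3, the real split included, gave a p as small as the real 2.7e-04 at the preset correlation of 0.01, with 1.0e-11 as the smallest. A lower share of VICs with more of every other cell type cannot be told apart, since the other cell type lists went both ways. The macrophage and pericyte lists had medians of 0.27 and 0.19, and the smooth muscle, lymphocyte and cardiomyocyte lists had 0.07, 0.07 and 0.02. Medians were -0.07, -0.14 and -0.19 for the adipocyte, cartilage, and nerve and melanocyte lists. Cardiomyocyte genes lie near the background, and VICs also express smooth muscle genes. A difference between the sexes in the VICs themselves stays open, untested.

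Probe sets that Table S2 names TMSB4X (log2 fold change 6.54) and JARID1C (4.37), X-linked genes that the text of the paper does not discuss, were higher in males. A candidate explanation is that they read Y-linked copies of these genes, since 6 other probe sets of TMSB4X, JARID1C and EIF2S3, a focus gene of Network #4, had a median log2 fold change of -0.011. At the probe sets of Table S2, females were at 6.67 (TMSB4X), 4.47 (JARID1C) and 3.31 (EIF2S3), against 13.20, 8.85 and 9.85 in males. Females carry these X-linked genes too, so these values and the 6 other probe sets argue against higher expression of the X-linked genes as a whole. Probe sequences were not at hand, so no further test was made, and X-linked transcripts read by these probe sets alone stay open.

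Limma called 15 probe sets over all probe sets that Table S2 does not hold, 11 lower in males and 4 higher (ZFX, with a log2 fold change of 1.04, and 3 without a gene name). ZFX was not called when any of the 6 arrays was left out (adjusted p up to 0.175 from limma), and another probe set, which stands for it in the list of X-linked genes, had a log2 fold change of 0.16 (adjusted p = 0.504 from limma). KDM6A, an X-linked histone demethylase, fell by 1.01 (log2 fold change -1.01, adjusted p = 0.0343 from limma) and was not called when any of the 5 arrays other than male replicate 3 was left out (up to 0.150). The list of X-linked genes that escape inactivation held 9 measured genes, 6 of them with a lower mean in males (median log2 fold change -0.34, adjusted p = 0.00598 from camera, and p = 0.0375 before adjustment with an estimated correlation, 0.525 after), with KDM6A called over all probe sets and when adjusted over the list alone. With the names of Table S2 added, a matching that was planned but run after the results were seen, this list did not pass (adjusted p = 0.140 from camera).

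Genes of valve interstitial cells and fibroblasts, which the paper does not group, had a median log2 fold change of -0.27, with 19 of 22 lower in males (adjusted p = 3.3e-04 from camera, and p = 0.192 before adjustment with an estimated correlation). Against that direction, the microfibril protein MFAP5 rose with the CV filter (log2 fold change 1.64), but not without male replicates 1 or 2 or female replicates 1 or 2 (adjusted p up to 0.125 from limma). None of the list was called over all probe sets, and MFAP5 and S100A4 rose when adjusted over the list alone.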

How the results depend on the processing

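The matching of gene lists with the names of Table S2 was run only after the results were seen, and the other tests in this part were set before. No call of a named gene or list turned to the opposite direction under the alternatives that gave a value. With the CV filter, calls numbered 134 to 262 (183 as reported) with the CV of unlogged values, the highest-CV 25% or 50%, no minimum fold, an intensity trend, a robust prior, median-centred arrays, repeated quantile normalization or dim probe sets left out. The deposited values hold no background, so what signal over background limits cannot be read from them. Of the calls, 79 of the 183 and 37 of the 73 had a mean under the median of all probe sets (7.36), about the share of probe sets that lie there. The 10 splits of the arrays are too few for a share under 0.05. With the real split counted, 1 called as many as the real split with the CV filter (183, highest other 1) and 1 over all probe sets (73, highest other 0).

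The within-group reading of the CV filter kept probe sets with a within-sex CV under the median. It gave 8 calls, 0 of them in Table S2, with 0 of the 9 qRT-PCR genes and 0 of the 78 focus genes. The 9 qRT-PCR genes were not kept by this filter, so their absence is not the result of a test. An unmoderated statistic gave 15 calls (14 in Table S2, 0 qRT-PCR genes, 3 focus genes), and 8 over all probe sets (8 in Table S2, 0 qRT-PCR genes, 2 focus genes). Array weights gave 530 calls, and 280 over all probe sets (152 in Table S2, 8 qRT-PCR genes, 70 focus genes), but the fit of the weights stopped before convergence, with 8.42 for male replicate 2. The replicate number as a block, which does not pair the samples, gave 302 calls, and 204 over all probe sets (114 in Table S2, 6 qRT-PCR genes, 50 focus genes). Without dim probe sets, 102 calls with the CV filter were in Table S2, and 20 were made over all probe sets (17 in Table S2, 0 qRT-PCR genes, 7 focus genes). An intensity trend and median-centred arrays each gave 3 qRT-PCR genes over all probe sets. With an estimated correlation and with fry 0 lists passed, and the endothelial markers outside Table S2 had adjusted p values of 0.710 and 0.395. Apart from the genes that the within-group filter did not keep, the cause was not tested in these cases.

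With the names of Table S2 added, 8 lists passed again, but apoptosis and X-linked genes that escape inactivation did not, while MAPK/ERK and natriuretic peptide genes did (both adjusted p = 0.0371 from camera). With the replicate number as a block these 2 lists (both 0.0484) and the cell cycle list passed too, and the cell cycle list also with median-centred arrays. These names come only from called probe sets.

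Leaving out 1 array gave 56 calls with the CV filter without male replicate 1, to 391 without male replicate 3 (54 to 171 in Table S2, 5 to 8 qRT-PCR genes, 29 to 76 focus genes). The comparison over all probe sets gave 13 without male replicate 2, to 285 without male replicate 3 (13 to 122 in Table S2, 0 to 7 qRT-PCR genes, 3 to 56 focus genes). Between 6 and 12 lists passed, and the adjusted p of the endothelial markers lay between 1.1e-05 and 0.0230. For named probe sets with 1 array left out, the CV filter lost 520 calls and gained 12 (695 were the same), and the comparison over all lost 263 and gained 83 (1316 the same).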

Differences from the paper's values

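No test in this part was chosen after its result was seen. The paper's text gives a 2-fold increase of APOE in male samples, and the deposited values give 4.02-fold, which is 2.01 on the log2 scale. On that scale it matches the paper's value of 2 in Table S2, and the number in the text. As folds, the alternatives set before the data were examined that gave a value gave 3.17-fold (without female replicate 3) to 4.88-fold (without female replicate 2), and each of them still differs from a fold of 2. The within-group reading of the CV filter gave no value.

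The paper counts 183 genes, while the 183 calls are probe sets with 163 distinct symbols in Table S2. The paper lists DPP4 and ACAN for increased ECM remodeling, in a sentence on genes with increased expression in males. The same sentence lists ANGPTL4, for decreased inhibition of angiogenesis, so a rise of ACAN is not plainly stated. On the arrays ACAN fell by 2.29 on the log2 scale in males (adjusted p = 0.00990 from limma with the CV filter), and DPP4 rose by 3.18.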

Other observations

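The matching with the names of Table S2 is not used in this part, and no test in it was chosen after its result was seen. Interferon response genes shifted up in male leaflets in the camera test of limma (adjusted p = 0.0259), but not with an estimated correlation (p = 0.431 before adjustment). Of 19 measured genes 14 had a higher mean in males (median log2 fold change 0.31). RSAD2 was called with the CV filter, none was called over all probe sets, and RSAD2 and ISG15 rose when adjusted over the list alone. The ubiquitin-like ISG15 had a log2 fold change of 1.28 (adjusted p = 0.159 from limma over all probe sets), the 2-5A synthetase OAS1 one of 1.02 and the RNA sensor DDX58 one of 0.85. The list did not pass without male replicate 2 (adjusted p = 0.268 from camera) or female replicate 3 (0.363). Endothelial markers shifted up in the same test, but not with an estimated correlation (adjusted p = 0.710), and among females RSAD2, ISG15, OAS1 and the mean of these markers were highest in female replicate 2.

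Cartilage genes shifted down as a list in the camera test (adjusted p = 0.0253), but not with an estimated correlation (p = 0.171 before adjustment). Of 10 measured genes 6 had a lower and 4 a higher mean in males (median log2 fold change -0.14 and mean -0.59), and 3 carry the shift. ACAN, COMP (-1.85) and CILP (-2.02) fell with the CV filter and when adjusted over the list alone, and none over all probe sets. COL2A1 fell by 1.56 with the CV filter at a probe set of Table S2, while the one that the list holds had a log2 fold change of -0.21. COMP, CILP and COL2A1 were not called without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.154 from limma). Without female replicate 1 the list did not pass (adjusted p = 0.0639 from camera). VIC and fibroblast genes shifted down and endothelial markers up in the same test, neither with an estimated correlation (adjusted p = 0.597 and 0.710). The WNT inhibitor WIF1 fell by 2.01 with the CV filter, but not without male replicate 1 or female replicates 1 or 3 (adjusted p up to 0.0906 from limma).

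Of 7 natriuretic peptide and cGMP genes, NPPC and NPPB (1.89) rose with the CV filter and when adjusted over the list alone, and none over all probe sets. NPPB was not called when any of the 5 arrays other than male replicate 3 was left out (adjusted p up to 0.134 from limma). The list did not pass (median log2 fold change 0.80, adjusted p = 0.125 from camera), but did without male replicate 3 (0.0479) and with the replicate number as a block (0.0484). That block does not pair the samples. Of 24 immediate early and heat shock genes, 18 had a higher mean in males (median 0.23, adjusted p = 0.163 from camera), with log2 fold changes of 1.14 for JUN, 1.07 for ATF3 and 0.88 for IER2. None was called with the CV filter or over all probe sets, and JUN and ATF3 rose when adjusted over the list alone. Without female replicate 1 that list passed (adjusted p = 0.0288 from camera), as did macrophage genes (0.00283, against 0.231) and MHC genes (0.00972, against 0.525). Smooth muscle genes passed as lower without male replicate 3 (adjusted p = 0.0479 from camera, against 0.556), with a median of 0.07 but a mean of -0.03 and a test toward lower values over all arrays. None of the measured members of the macrophage, MHC and smooth muscle lists was called (HLA-DRB4, a name from Table S2 alone, is not among them), also when adjusted over the list alone.

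The list of sex hormone receptors with steroid enzymes and corticoid receptors did not pass (8 genes, median -0.11, adjusted p = 0.231 from camera), and none of it was called. Its sex hormone receptors ESR1, ESR2 and PGR had log2 fold changes of 0.12, -0.15 and 0.17. ESR2 and PGR lie under the 25th percentile of the array (5.52) in both sexes, and ESR1, at 5.76 in males and 5.63 in females, just above it. At such levels these values do not show equal expression in the sexes. The nerve and melanocyte list (median -0.19, mean 0.27, adjusted p = 0.316 from camera) held NPY, which rose in both comparisons and adjusted over the list alone. In the hypoxia and glycolysis list (median -0.02, mean 0.11, adjusted p = 0.847) STC1 rose in both and ANGPTL4 fell with the CV filter, and both passed when adjusted over the list alone. Adipocyte genes (median -0.07, mean 0.03) had an adjusted p of 0.231 from camera, pericyte genes (median 0.19) one of 0.847, lymphocyte genes (median 0.07, test toward lower values) one of 0.877 and cardiomyocyte genes one of 0.877. None of these passed adjusted over the list alone, and NPPB of the cardiomyocyte list was the 1 called with the CV filter at the probe set that its list holds. At other probe sets, of Table S2, PLN of that list (1.77) and RGS5 of the pericyte list (1.89) rose with the CV filter, but not without male replicates 1 or 2 or female replicates 1 or 3 (adjusted p up to 0.131 from limma).

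The arrays split into 3 and 3 in 10 ways, too few for a share under 0.05. Of these, 2, the real split included, gave at least the real 8 gene lists past the threshold. The other, male replicates 1 and 2 with female replicate 1 against the rest, gave 11. In the paper's Table S3, 89 of 298 terms (29.9%) rest on 1 gene.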
